# *Gfi1* and *Gfi1b* Repress *Rag* Transcription in Plasmacytoid Dendritic Cells *In Vitro*

**DOI:** 10.1371/journal.pone.0075891

**Published:** 2013-09-24

**Authors:** Kwan T. Chow, Danae Schulz, Sarah M. McWhirter, Mark S. Schlissel

## Abstract

*Growth factor independence* genes (*Gfi1* and *Gfi1b*) repress recombination activating genes (Rag) transcription in developing B lymphocytes. Because all blood lineages originate from hematopoietic stem cells (HSCs) and different lineage progenitors have been shown to share transcription factor networks prior to cell fate commitment, we hypothesized that GFI family proteins may also play a role in repressing *Rag* transcription or a global lymphoid transcriptional program in other blood lineages. We tested the level of *Rag* transcription in various blood cells when *Gfi1* and *Gfi1b* were deleted, and observed an upregulation of *Rag* expression in plasmacytoid dendritic cells (pDCs). Using microarray analysis, we observed that *Gfi1* and *Gfi1b* do not regulate a lymphoid or pDC-specific transcriptional program. This study establishes a role for *Gfi1* and *Gfi1b* in *Rag* regulation in a non-B lineage cell type.

## Introduction

*Gfi1* and *Gfi1b* encode 2 highly homologous nuclear proteins that function as transcriptional repressors. These proteins share a conserved C-terminal domain containing 6 zinc finger motifs that mediate DNA binding activity, and an N-terminal SNAIL/GFI-1 (SNAG) domain that mediates association with chromatin modifiers with repressive function [1-3]. *Gfi1* and *Gfi1b* are widely expressed in the hematopoietic system [4,5]. They are both expressed in hematopoietic stem cells (HSCs) and common lymphoid progenitors (CLPs), as well as early B and T cells. *Gfi1* is expressed in the monocytic and granulocytic lineages, while *Gfi1b* is expressed in megakaryocytic and erythrocytic lineages [6].

GFI1 and GFI1B are crucial transcriptional regulators during hematopoiesis, and play important roles in multi-lineage blood cell development [7]. Both proteins are important factors for the endothelial-to-hematopoietic transition during HSC generation, and both have been shown to restrict HSC proliferation. *Gfi1* also functions to maintain self-renewal capacity and engraftment of HSCs [8]. In the myeloid compartment, *Gfi1* orchestrates the linage fate decision between monocytes/macrophages and granulocytes [9]. *Gfi1* deficient mice lack neutrophils, and accumulate a population of morphologically atypical immature monocytes that have the potential to generate mature macrophages but fail to produce granulocytes. Furthermore, development of dendritic cells (DCs) also depends on the expression of *Gfi1*, as mice lacking this protein show defective DC maturation and an overabundance of macrophages. In the lymphoid compartment, *Gfi1* is important for both B and T cell development. *Gfi1* deficient mice have significantly reduced numbers of B cells, and exhibit decreased thymic cellularity due to reduced proliferation, increased apoptosis and an early block at the DN stage of T cell development [10]. The exact role of *Gfi1b* in hematopoiesis is less well established because *Gfi1b* deficiency in mice results in embryonic lethality at E15 [6]. These animals likely die of failure to develop red blood cells, implicating a crucial role for *Gfi1b* in erythropoiesis. *Gfi1b* knockout mice also fail to develop megakaryocytes, but have arrested erythroid and megakaryocytic precursors in the fetal liver. *In vitro*, overexpression of *Gfi1b* inhibits myeloid differentiation of a cultured myelomonocytic cell line [11]. Recent generation of a conditional knockout model of *Gfi1b* has enabled analysis of the specific function of *Gfi1b* in adult hematopoiesis. It has been shown that B cell specific *Gfi1* and *Gfi1b* double knockout mice have an exacerbated phenotype as compared to the *Gfi1* single knockout and fail to generate any B cells [12]. This mouse model will continue to be an ideal tool to dissect the specific function of *Gfi1b* in different hematopoietic lineages.

Recently, we identified *Gfi1* and *Gfi1b* as transcriptional repressors of the V(D)J *recombination* activating genes, *Rag1* and *Rag2* (collectively known as *Rag*), during B cell development [12]. Because *Rag* expression is largely lymphoid restricted, we asked whether *Gfi1* and *Gfi1b* may play a role in repressing *Rag* expression in other blood lineages, which often share common transcription factor networks [13]. Furthermore, because GFI family proteins play important roles in cell fate decision during hematopoiesis, we hypothesized that they may also be responsible regulating a global lymphoid transcriptional program.

We utilized a V(D)J recombination reporter system [14] to monitor RAG activity during multi-blood lineage differentiation *ex vivo* when *Gfi1* and *Gfi1b* were simultaneously deleted. We found that deletion of these genes resulted in upregulation of *Rag* expression in plasmacytoid dendritic cells (pDCs), but not in other blood lineages tested. However, while these *Gfi1* and *Gfi1b* have diverse gene targets, they do not appear to regulate a lymphoid-specific transcriptional program. Our data revealed a novel role of *Gfi1* and *Gfi1b* in *Rag* repression in a non-B blood lineage cell type.

## Results

### Deletion of *Gfi1* and *Gfi1b* increases expression of a V(D)J recombination reporter in plasmacytoid dendritic cells *in vitro*

Because *Gfi1* and *Gfi1b* repress *Rag* transcription in developing B cells [12], we hypothesized that they may also play a role in repressing *Rag* expression in non-lymphoid blood lineages that share common transcription factor networks [13]. To test this hypothesis, we utilized the H2-SVEX reporter mouse to detect RAG activity in non-B lineage cells. The H2-SVEX mouse carries a transgene expressing a violet light excited (VEX) fluorescent protein cDNA in the antisense orientation driven by a promiscuously active promoter. The cDNA is flanked by V(D)J recombination signal sequences (RSSs) oriented such that V(D)J recombination results in an inversion of the VEX cDNA into the sense orientation, irreversibly marking cells that have experienced *Rag* activity [14]. We generated a mouse carrying the H2-SVEX transgene and an ERT2-Cre cDNA knocked into the *Rosa26* locus [15], that was also homozygous for floxed alleles of *Gfi1* and *Gfi1b* [16,17]. The encoded ERT2-Cre protein allows for tamoxifen-inducible deletion of *Gfi1* and *Gfi1b*.

We opted for an *ex vivo* system to test whether *Gfi1* and *Gfi1b* repress *Rag* expression in non-lymphoid blood lineages because *Gfi1* and *Gfi1b* deficiency results in cell lethality in multiple blood lineages *in vivo* [6,10,18-21]. Using established cytokine-driven culture systems, we differentiated bone marrow progenitor cells from this mouse (*Gfi* ^f/f^, *Gfi1b* ^f/f^, ERT2-Cre, SVEX) into macrophages, natural killer (NK) cells, megakaryocytes, conventional dendritic cells (cDCs) and plasmacytoid dendritic cells (pDCs) [22-26]. During differentiation, we treated half the culture with tamoxifen to delete *Gfi1* and *Gfi1b* (KO), and left the other half untreated (WT). We then assayed for VEX expression in these cultures by flow cytometry. Since we observed that the background fluorescence levels differed in different culture conditions, we used a mouse of the same genotype but lacking the H2-SVEX transgene as a negative control. As expected, VEX expression was readily detected in *ex vivo* differentiated B cells, indicating that the reporter faithfully reflects *Rag* expression in culture (Figure 1A). We noted that VEX expression did not increase in progenitor B cell cultures treated with tamoxifen, suggesting that either the expected increase in *Rag* levels due to deletion of *Gfi1* and *Gfi1b* is not sufficient to increase recombination, or that the recombination of H2-VEX transgene is not 100% efficient. In fact, both in our hands and in published data, only 50-85% of splenic B cells express VEX, whereas 100% of them have a history of *Rag* expression [27].

**Figure 1:**
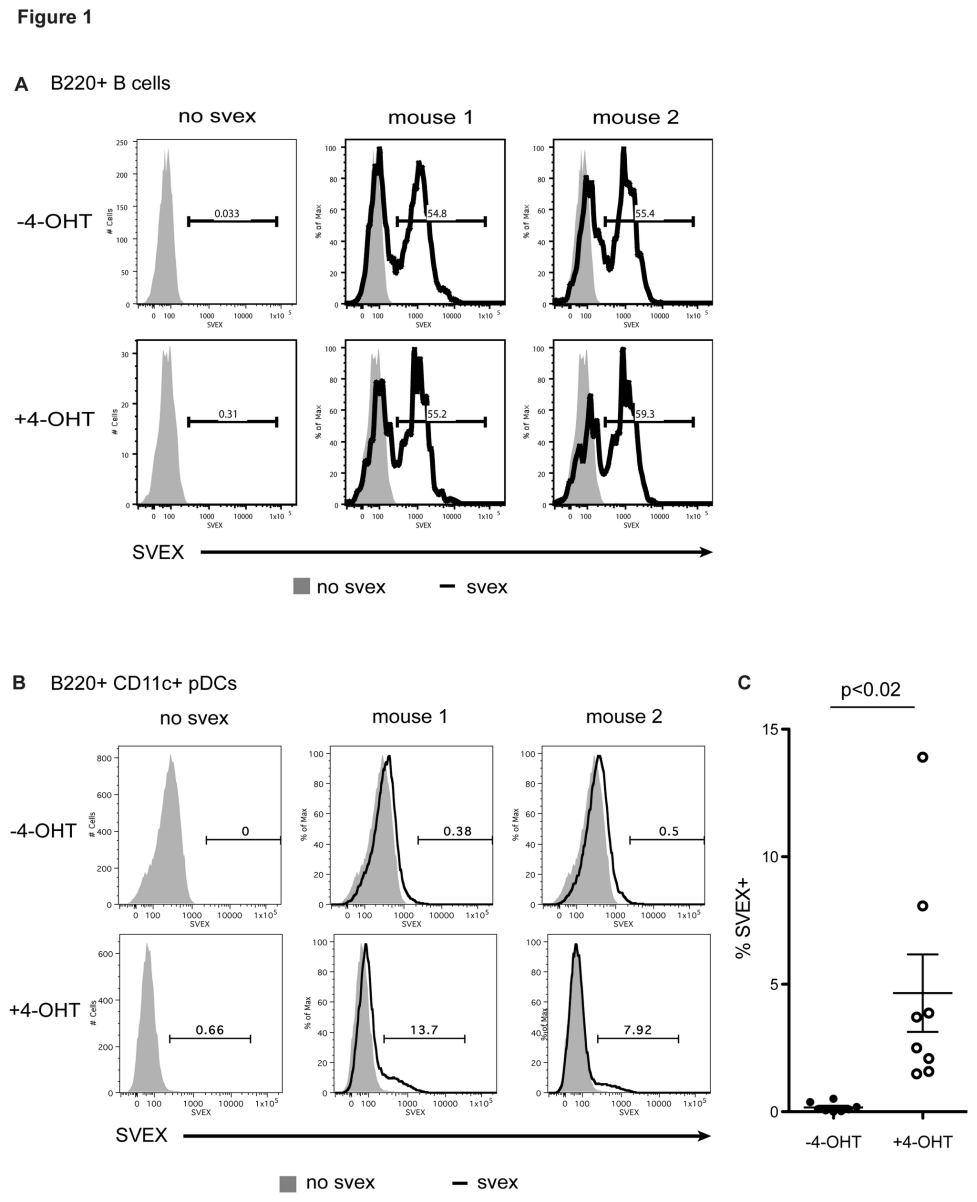
Deletion of *Gfi1* and *Gfi1b* results in increased V(D)J recombination in B cells and pDCs. (**A**) Flow cytometric analysis of VEX expression in B cells derived from the bone marrow of 2 individual *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre, SVEX* mice cultured in 5ng/ml IL-7 for 7 days (solid line), untreated (top panel) and treated (bottom panel) with tamoxifen (4-OHT). Cells were gated on B220^+^. Shaded histogram denotes background fluorescence from *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* cells. Vertical axis ('% of max') indicates a scale of relative cell numbers with the median value set as 100%. (**B**) Flow cytometric analysis of VEX expression in pDCs derived from bone marrow from 2 individual *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre, SVEX* mice cultured in 25ng/ml Flt-3L for 8 days (solid line), untreated (top panel) and treated (bottom panel) with tamoxifen. Cells were gated on B220^+^ CD11c^+^ cells. Shaded histogram denotes background fluorescence from *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* cells. Vertical axis ('% of max') indicates a scale of relative cell numbers with the median value set as 100%. All data are representative of at least three independent experiments. (**C**) Dot plot showing percentage of SVEX+ cells in Flt-3L cultures untreated (-4-OHT) and treated (+4-OHT) with tamoxifen. p-value was calculated using the two-tail paired Student’s *t*-test.

We could not detect VEX expression in *ex vivo* differentiated macrophages, NK cells, megakaryocytes or cDCs, either in WT and KO cultures (data not shown). In pDC cultures, however, we detected 3-15% SVEX+ cells in the tamoxifen-treated cultures but not in untreated cultures (Figure 1B). The difference in SVEX+ cells is statistically significant between cultures untreated and treated with tamoxifen (Figure 1C). These data suggest that deletion of *Gfi1* and *Gfi1b* leads to aberrant V(D)J recombination activity in pDCs.

### GFI proteins regulate *Rag* expression in plasmacytoid dendritic cells

To confirm that the VEX expression in pDC cultures was indeed due to misregulated *Rag* expression, we sorted *ex vivo* differentiated pDCs using CD11c and B220 surface markers (Figure S1), and measured *Rag* expression by quantitative realtime PCR (RT-qPCR). As compared to pDCs derived in untreated cultures, tamoxifen-treated pDCs showed a 2-3 fold increase in *Rag* expression (Figure 2A), which strongly correlated with the increase in VEX expression in these cultures. The degree of de-repression was similar to that in B cells when *Gfi1* and *Gfi1b* were deleted [12]. We observed that tamoxifen-induced deletion of *Gfi1* and *Gfi1b* in pDC cultures was quite inefficient as assayed by genotyping PCR (Figure 2B), suggesting that the observed increase in *Rag* expression upon *Gfi1* and *Gfi1b* deletion in these cultures was likely an underestimate.

**Figure 2:**
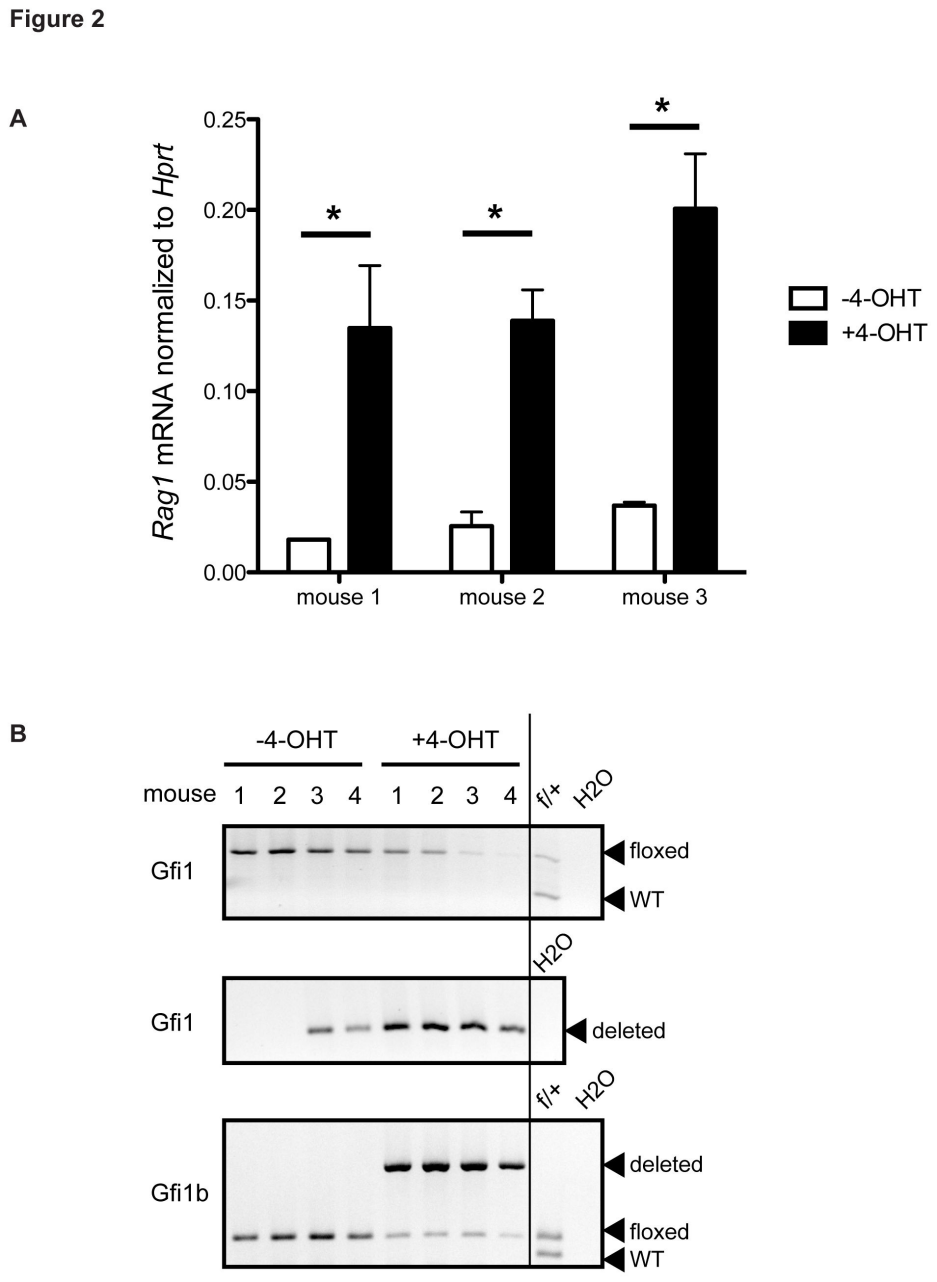
Deletion of *Gfi1* and *Gfi1b* results in increased expression of *Rag* in pDCs. (**A**) Quantitative RT-PCR analysis of *Rag1* transcript levels in sorted B220^+^ CD11c^+^ pDCs derived from 3 individual *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* mice untreated and treated with tamoxifen (4-OHT). Values are normalized to *Hprt1* transcript abundance. p-values were calculated with the two-tail Student’s *t*-test. * denotes p < 0.005. (**B**) Genotyping PCR of *Gfi1* and *Gfi1b* loci from sorted B220^+^ CD11c^+^ pDCs derived from 4 individual *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* mice untreated and treated with tamoxifen (4-OHT). Genomic DNA was isolated and subjected to PCR analysis using primers that detect wildtype (WT), floxed and deleted alleles of *Gfi1* and *Gfi1b*. PCR products were run on 1% agarose gel and visualized with ethidium bromide. All data are representative of at least two independent experiments.

### GFI proteins do not repress expression of other lymphoid genes in plasmacytoid dendritic cells

Because *Rag* expression is generally restricted to the lymphoid lineage, we next asked whether other lymphoid-specific genes were also regulated by GFI proteins in pDCs. 

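*Gfi1* and *Gfi1b* encode the zinc finger repressors that tamoxifen was used to delete. The intensity of *Gfi1* was 49.1 ± 6.49 in WT and 63.2 ± 3.44 in KO pDCs (SD, n = 3 mice per group), a log2 difference, KO minus WT, of 0.37 (standard error 0.12, adjusted p = 0.69 from limma). That of *Gfi1b* was 165 ± 12.9 in WT and 244 ± 44.2 in KO pDCs, a log2 difference of 0.55 (standard error 0.16, with the same adjusted p). The WT level of *Gfi1* is below the 95th percentile of olfactory and vomeronasal receptor genes, which are not expected in blood cells, so its fold is compressed by the background. Both genes were higher in the KO culture than in the WT culture of all 3 mice (exact two-sided permutation test, p = 0.1 for each, the smallest that 3 arrays against 3 allow). Neither difference passed the test over all genes. Each gene has 1 probe set, which summarises the whole transcript and does not separate the deleted exons, so these values check nothing about the deletion. By genotyping PCR the paper reports an inefficient deletion (Figure 2B).

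The pDCs had been grown from the bone marrow of 3 mice in Flt-3L, a cytokine for dendritic cell development, at 25 ng/ml, and were sorted as B220+ CD11c+ cells. From every mouse there was a culture without tamoxifen (WT) and a culture with 1 µM tamoxifen (KO), and each was put on its own Affymetrix Mouse Gene 1.0 ST array. Of the 34760 probe sets, the 21640 that the platform table pairs with exactly 1 gene symbol were tested with limma on log2 intensities. Adjusted p-values are Benjamini-Hochberg values over these probe sets, and the mouse was a block only in an alternative fit. *Xist*, the RNA of the inactive X chromosome, had intensities of 2449 and 2439 in the WT and KO arrays of mouse 1, 1893 and 1963 in those of mouse 2, and 23.9 and 24.6 in those of mouse 3. *Eif2s3y*, a gene of the Y chromosome, had 269 in the WT and 315 in the KO array of mouse 3 and 6.4 to 8 in the other 4 arrays. The first principal component held 70.8% of the variance and set both arrays of mouse 1 apart from those of mice 2 and 3.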

We purified RNA from sorted *ex vivo* differentiated pDCs from untreated (WT) and tamoxifen-treated (KO) cultures and performed a microarray analysis to obtain a global view of their gene expression landscapes. We used GenePattern [28] to identify a set of genes that are differentially expressed in WT and KO pDCs by at least 2 fold (Table S1). This set of genes is not lymphoid-specific, but includes genes regulating diverse cellular processes, including cell adhesion, cytokine signaling, chemotaxis, and differentiation.

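Among the genes with the lowest KO values relative to WT are genes of neutrophils, macrophages and fibroblasts. *Chil3*, a chitinase-like protein of myeloid cells, had a log2 difference of -2.38 (standard error 1.18), which was -1.06 without the WT array of mouse 3 and -3.50 without that of mouse 1. *Ngp*, a neutrophil granule protein, had -2.26 (standard error 0.96). *Fcrls*, an Fc receptor-like gene of macrophages, had an intensity of 385 ± 187 in WT and 93.8 ± 39.5 in KO pDCs (SD, n = 3), a log2 difference of -1.98 (standard error 0.51). *Klk1b11*, a kallikrein, *S100a9* and *S100a8*, which form calprotectin in neutrophils, *Lox*, which crosslinks collagen, *Acta2*, the actin of smooth muscle and myofibroblasts, *Tgfb3*, a growth factor, *Lcn2*, an iron-binding protein of neutrophils, and *F13a1*, a transglutaminase, lay between -2.24 and -1.46. With 1 array left out, *S100a8* was at -0.37, *S100a9* at -0.64 and *Lox* at -0.47 without the KO array of mouse 1. Leaving out 1 array of a pair also brings levels that differ between mice into these values. Without both arrays of mouse 1, *S100a8* was at -1.35, *S100a9* at -1.60 and *Lox* at -2.22. Within mice 1, 2 and 3, *S100a8* was at -2.76, -1.88 and -0.82 and *S100a9* at -2.28, -1.88 and -1.32. Without the WT array of mouse 1, *Lox* was at -3.33, *Acta2* at -2.60 and *Lcn2* at -2.32. Without that of mouse 3 *Klk1b11* was at -1.32, *Lcn2* at -1.01 and *F13a1* at -0.87. *Acta2* was at -0.91 without the WT array of mouse 2 or the KO array of mouse 1. *Apod*, an apolipoprotein, was higher in KO pDCs by a log2 difference of 1.22 (standard error 0.28) and *Xcl1*, a chemokine of NK and T cells, by 1.18 (standard error 0.18).

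Of the 21640 probe sets, 59 were lower and 5 were higher by at least 2-fold in KO pDCs, on the means of log2 values. The 5 higher ones are *Apod*, *Xcl1*, *Sprr2b* (1.19), *Rpl36* (1.08), and 1 of the 10 probe sets of *Srsy* (1.51), a Y-linked gene, and these were named for their size. The WT intensities of this *Srsy* probe set were 6.1, 4.9 and 15 in mice 1, 2 and 3. The median of olfactory and vomeronasal receptor genes was 17.9. It rose by 1.20 and 1.18 in mice 1 and 2, whose arrays had *Eif2s3y* at only 6.4 to 8. Its difference therefore says nothing about the Y-linked gene. *Sprr2b* had a WT mean of 13.6 and a KO mean of 31.6. Both lie below the 95th percentile of the receptor genes (57.4), so the difference of *Sprr2b* was measured at levels within background. The 12 highest further hold *Srsy* again (0.99 and 0.95), *Bex1* (0.95), *Vmn2r93* (0.91), *Olfr1300-ps1* (0.90), *Nrgn* (0.90) and *Depdc1a* (0.85). Of the 12 lowest, 11 are named here, and all 11 and 3 of the 12 highest (*Apod*, *Xcl1* and *Bex1*) are in Table S1. *Rpl36* has 8 probe sets in all, with an average at 0.16, and the 1 named was at 0.47 without the KO array of mouse 1. The average of the probe sets of *Srsy* was at 0.64, and the highest was at 0.70 without the KO array of mouse 3. *Bex1* (standard error 1.21) was at 0.04 without the WT array of mouse 1. It was at 2.15 without the KO array of mouse 1 and 0.22 without that of mouse 3. *Depdc1a* was at 0.55 without the KO array of mouse 1. The WT and KO means of *Depdc1a*, 21.2 and 39.5, also lie below the 95th percentile of the receptor genes. No probe set passed an adjusted p of 0.05 in limma (smallest 0.69), and none did with the mouse as a block (smallest 0.071). At an unadjusted p under 0.05 there were 1525 probe sets, 1113 higher and 412 lower, where chance gives 1082. With the block there were 2911, 1615 higher and 1296 lower. Without both arrays of mouse 1, 108 probe sets passed the adjusted p, 66 of them in Table S1 and among them *Ngp*, *Fcrls*, *Lox*, *Acta2*, *Tgfb3*, *Lcn2* and *Sprr2b*. Of the 59 lower probe sets, 7 had an unadjusted p under 0.05 (59 with the block), and of the 5 higher ones 3 had (5 with the block).

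The lower probe sets differed between the mice. Their median log2 difference was -0.36 in mouse 1, -1.54 in mouse 2 and -1.73 in mouse 3, and 49 of the 59 were lower in all 3 mice. Of the 59, 15 belong to the fixed list of stromal cell genes, 8 to the neutrophil list and 5 to the macrophage list. Of the 44 outside the stromal list, 38 were at least 2-fold lower in the WT culture of mouse 1 than in both other WT cultures, against 4.47% of all named probe sets. The count of 59 became 477, 29 or 15 without the WT array of mouse 1, 2 or 3, and 26, 122 or 180 without the KO array of mouse 1, 2 or 3. It became 156, 37 or 24 without both arrays of mouse 1, 2 or 3. The count of 5 became 26, 15 or 19 without the WT array and 54, 15 or 8 without the KO array of mouse 1, 2 or 3, and 15 or 20 without both arrays of mouse 1 or 2. Of the 119 probe sets that Table S1 gives as lower in KO, all 119 were lower here, with a median log2 difference of -1.01, and of its 11 higher ones all 11 were higher, with a median of 1.18. Since the list was chosen on these arrays, this is not independent evidence. None of the 130 passed the adjusted p in limma, 5 of each direction had an unadjusted p under 0.05, and 80 and 8 had with the block.

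**Figure D1:**
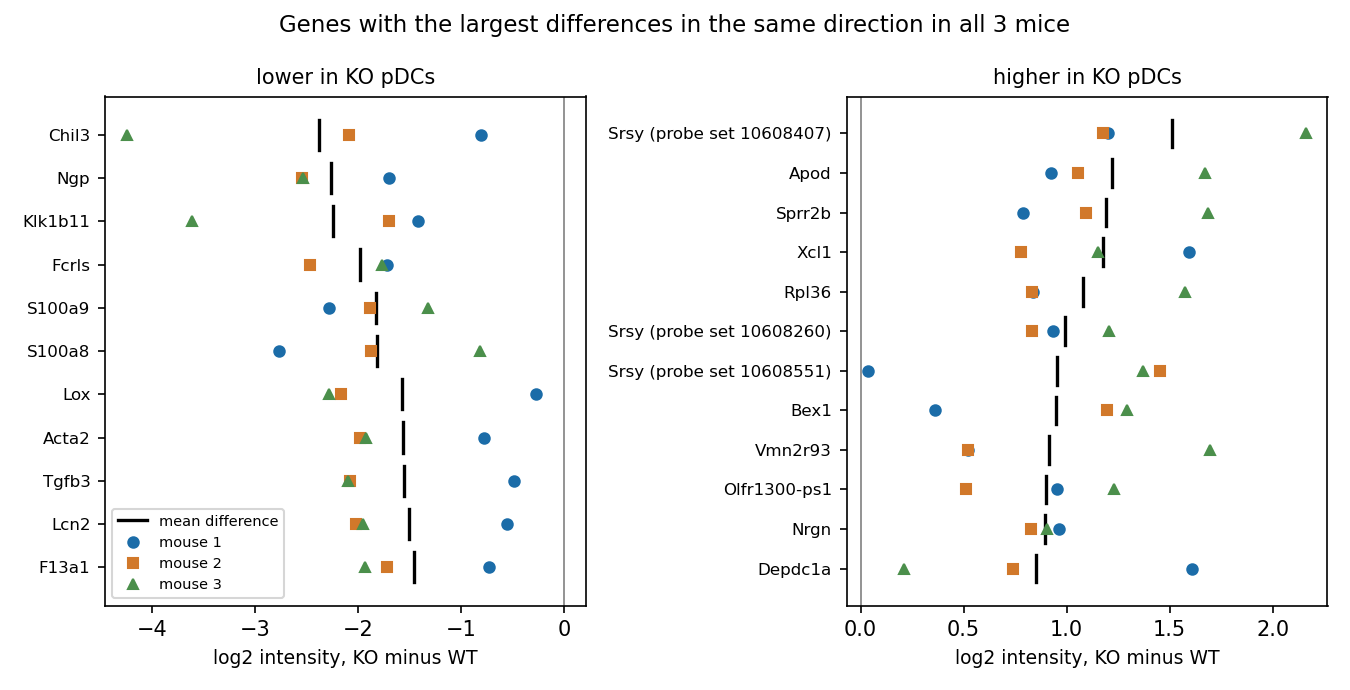
Log2 intensity differences, KO minus WT, of 11 of the 12 probe sets with the largest negative (left) and the 12 with the largest positive (right) mean differences among those that went the same way in all 3 mice. Each symbol is 1 mouse and each bar the mean of 3. *Fcrls* was -1.72, -2.46 and -1.77 in mice 1, 2 and 3, while *Lox* was -0.27, -2.17 and -2.28.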

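Among genes of cell adhesion, the collagens, which build the extracellular matrix, had a median log2 difference of 0.14 over 44 genes (quartiles -0.09 to 0.21), although their mean was -0.07. *Col6a6* was higher in KO pDCs by a log2 difference of 0.59 (standard error 0.11) and *Col14a1* by 0.28 (standard error 0.10). The WT and KO means of *Col14a1*, 46.5 and 56.4, lie below the 95th percentile of olfactory and vomeronasal receptor genes (57.4). The 8 collagens of Table S1 were all lower, among them *Col12a1* (-1.22), *Col6a3* (-1.12) and *Col1a2* (-1.03). Their standard errors were 1.10, 0.78 and 1.16 in the fit over all probe sets. Without the WT array of mouse 1 these 3 were at -2.39, -1.95 and -2.28, and at the other end *Col12a1* was at -0.51 without the WT array of mouse 3 and the others at -0.64 and -0.35 without the KO array of mouse 1. The median of the other 36 was 0.15, and that of olfactory and vomeronasal receptor genes, not expected in blood cells, was as high as the median of all 44. The 27 integrins, which bind cells to matrix and to each other, had a median of -0.04 (quartiles -0.40 to 0.12). Their member with the smallest p was *Itgb4*, at 0.35 (standard error 0.09), and *Itga11*, a collagen receptor of fibroblasts, was at -0.57 (standard error 0.38). *Itga6*, the 1 integrin in Table S1, was at -1.13 (standard error 0.84 in the fit over all probe sets). It was at -0.88, -1.37 and -1.16 in mice 1, 2 and 3. The 23 cadherins, receptors of cell-cell adhesion, had a median of 0.14 (quartiles 0.07 to 0.22). For chemotaxis, the 34 chemokines had a median of -0.01 (quartiles -0.30 to 0.25) and the 17 chemokine receptors one of -0.08 (quartiles -0.24 to 0.13). *Ccr10*, the receptor of CCL27 and CCL28, was at 0.45 (standard error 0.12). For cytokine signaling, the 74 interleukins and their receptors had a median of 0.05 (quartiles -0.05 to 0.17), with *Il18r1* at 0.62 (standard error 0.25). The 28 ligands of the TGF-beta superfamily, growth factors of differentiation, had a median of 0.04 (quartiles -0.15 to 0.15), with *Tgfb2* at -0.34 (standard error 0.18). The 44 metalloproteinases and their inhibitors, which remodel matrix, had a median of 0.02 (quartiles -0.41 to 0.14) and a mean of -0.15, with *Adamts1* at -0.75 (standard error 0.36) and *Adamts3* at 0.28 (standard error 0.11).

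No gene of these families passed the adjusted p in limma, with or without the block. Adjusted over the list alone, 1 chemokine, *Xcl1*, passed and no gene of the other 7 families did. Without the block, 7 collagens, 2 integrins, 2 cadherins, 3 chemokines and 2 chemokine receptors were higher at an unadjusted p under 0.05. So were 3 interleukin genes, 1 metalloproteinase gene and 1 TGF-beta ligand, while 1 TGF-beta ligand was lower. With the block, genes lower at this threshold also included *Ccr1*, *Adamts1*, *Adamts6* and *Itga11*. Higher ones with the block included *Xcl1*, *Col6a6*, *Itgb4* and *Ccr10*. Tested as groups with limma's camera at its preset correlation of 0.01, the collagens were called higher (adjusted p = 0.031), a call lost with an estimated correlation (0.66) and with the mouse as a block (0.31), at 2.4e-04 to 0.89 over the camera alternatives. It was also lost by fry, which tests against no change (0.18), and without the WT array of mouse 1 (0.89), the KO array of mouse 2 (0.094) or 3 (0.13) or both arrays of mouse 1 (0.89, reversed), 2 (0.081) or 3 (0.051). The cadherins (0.059), integrins (0.57), chemokines (0.72), chemokine receptors (0.54), interleukins (0.42), TGF-beta ligands (0.86) and metalloproteinases (0.83) were not called. The cadherins passed without the WT array of mouse 3 (0.049) and the metalloproteinases, as lower, without both arrays of mouse 1 (0.044). Of the collagens 8, of the metalloproteinases and chemokines 5 each, of the TGF-beta ligands 2 and of the integrins and chemokine receptors 1 each are in Table S1.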

To ask whether deleting GFI proteins in pDC cultures results in a global change in lymphoid- or pDC-specific genes, we performed gene set enrichment analysis (GSEA) using curated gene sets available in the Molecular Signature Database (MSigDB) [29]. We used the GSE29618 gene sets in the C7 Immunologic Signature collection, which comprises of a set of upregulated and a set of downregulated genes when comparing gene expression profiles of B vs. pDCs [30]. We asked whether these gene sets are enriched in WT or KO pDC cultures using the false discovery rate (FDR) cutoff of 25%, a standard cutoff for GSEA analysis indicating that the probability of a false enrichment is below 25% [29]. This is represented by the q-value of < 0.25 [29]. While both gene sets showed a positive enrichment score (positively correlated with WT cultures), neither gene sets passed the FDR cutoff (Figure 3). Further, we also generated and tested gene sets that are upregulated and downregulated in B cells or pDCs when compared to HSCs using transcriptional profiling data generated by the Immunological Genome Project [31] (Table S2). 

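For the 4 lists of Table S2, the paper's q-value threshold of 0.25 was applied to genes ranked by signal-to-noise, with WT as the positive side. The genes higher in B cells than in hematopoietic stem cells (HSCs), of which 286 of 338 were measured, had a positive enrichment score of 0.332 (q = 1), and those higher in HSCs than in B cells (323 of 371) one of 0.414 (q = 0.712). Those higher in HSCs than in pDCs (804 of 958) had a score of 0.342 (q = 0.75), and those higher in pDCs than in HSCs (590 of 684) one of -0.10 (q = 1). Against all 20 relabellings of the 6 arrays into 3 and 3, none of the 4 lists passed. These relabellings do not keep the arrays paired by mouse, and no result of relabelling within mice is given here. When genes were permuted in place of arrays, the first 3 passed with q = 0, which takes genes as independent. Without the WT array of mouse 1 the first 3 had q-values of 0.2, 0.15 and 0.15, and so passed.

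In KO pDCs, the median log2 difference was -0.03 for the genes higher in B cells than in HSCs, -0.07 for those higher in HSCs than in B cells, -0.05 for those higher in HSCs than in pDCs and 0.07 for those higher in pDCs than in HSCs. Of single members, *Ublcp1*, a proteasome phosphatase, was at -0.58 (standard error 0.11), *Angptl1*, a secreted angiopoietin-like protein, at -0.70 (standard error 0.15), *Bcar3*, an adaptor protein, at -0.82 (standard error 0.23), *Cldn12*, a claudin, at -0.52 (standard error 0.15), *Spred2*, an inhibitor of MAP kinase signaling, at -0.64 (standard error 0.17) and *Pls3*, an actin-bundling protein, at -0.74 (standard error 0.16). Among higher members, *Acer2*, a ceramidase, was at 0.63 (standard error 0.10) and *Bex6* at 0.77 (standard error 0.20), and *Kit*, *Nrgn*, *Apod* and *Usp18* were higher too. The WT and KO means of *Acer2*, 22.0 and 34.0, lie below the 95th percentile of the olfactory and vomeronasal receptor genes (57.4). None of the members passed the adjusted p in limma, with or without the block or adjusted over the list alone. At an unadjusted p under 0.05 without the block, the 4 lists had 6, 7, 25 and 8 higher members. Their lower members in that fit numbered 7, 6, 12 and 5. Camera, which sets a list against all other genes at the preset correlation, called the genes higher in B cells than in HSCs lower (adjusted p = 0.031, 0.66 with an estimated correlation and 0.0016 to 0.97 over the camera alternatives). It also called the genes higher in HSCs than in B cells (0.031, 0.77 with an estimated correlation and 8.8e-09 to 0.98 over the camera alternatives) and those higher in HSCs than in pDCs (0.036, 0.77 with an estimated correlation and 6.3e-15 to 0.99 over the camera alternatives) lower. In mouse 1 the medians of the latter 2 were positive, at 0.015 and 0.12. The genes higher in pDCs than in HSCs were not called (0.72, direction down against a positive median). By fry, which tests a list against no change, none of the 4 was called (0.98 for each). The first call was lost without the WT array of mouse 2 (0.21), the KO array of mouse 2 (0.094) or 3 (0.051) or both arrays of mouse 2 (0.41) or 3 (0.051), and the second without the WT array of mouse 2 (0.49) or 3 (0.90), the KO array of mouse 1 (0.98, reversed) or both arrays of mouse 2 (0.12) or 3 (0.19). The third was lost without the WT array of mouse 2 (0.99, reversed) or 3 (0.90, reversed), the KO array of mouse 1 (0.40) or both arrays of mouse 2 (0.87) or 3 (0.64). The fourth list was called lower without the WT array of mouse 3 (0.0071) or the KO array of mouse 1 (0.015) and higher with dim probe sets left out (0.0032), without the WT array of mouse 1 (4.4e-05) or without both its arrays (0.0016). All 3 calls were also lost after each array was centred on its median (0.16, 0.16 and 0.22), with dim probe sets left out (0.97 with the direction reversed, 0.52 and 0.79) and without the members in Table S1 (0.052, 0.059 and 0.072), of which the lists hold 3, 10, 24 and 3.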

We again found no statistically significant enrichment of the gene sets tested (data not shown). These results indicate that deleting GFI proteins in pDCs does not result in a global change in lymphoid- or pDC- specific genes.

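The B lineage genes had a median log2 difference of -0.06 in KO pDCs over 29 genes (quartiles -0.29 to 0.17) and the T lineage genes one of 0.17 over 23 genes (quartiles 0.06 to 0.21). *Vpreb2* and *Igll1*, which encode surrogate light chain proteins of the pre-B cell receptor, were at 0.43 (standard error 0.12) and 0.29 (standard error 0.09), and *Bcl11b*, a T cell factor, was at 0.29 (standard error 0.10). *Ebf1* and *Pax5*, transcription factors of the B lineage, were at -0.69 (standard error 0.89) and -0.63 (standard error 0.68), or -0.12 and -0.14 without the KO and -1.65 and -1.32 without the WT array of mouse 1. *Ebf1* had an intensity of 40.8 in the WT and 43.6 in the KO array of mouse 1, where both arrays of mice 2 and 3 had 140 to 304. The 27 pDC genes had a median of 0.27 (quartiles 0.17 to 0.38). *Ly6d*, a surface protein of B cells and pDCs, was at 0.76 (standard error 0.28), *Tlr9*, the receptor for DNA in pDCs, at 0.56 (standard error 0.36) and *Upb1* at 0.53 (standard error 0.38). *Tlr9* and *Upb1* were at 0.23 each without the WT array of mouse 3, and at 0.94 and 0.95 without that of mouse 1. *Irf8* and *Tcf4*, transcription factors of pDC development, were at 0.22 (standard error 0.38) and 0.28 (standard error 0.34). *Tcf4* was at 0.05 without the WT array of mouse 3, and at 0.07 without the KO and 0.63 without the WT array of mouse 1.

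Of the other lymphoid and pDC genes with primers in Table S3, *Spib* was at 0.45 (standard error 0.39), *Ccr9* at 0.29 (standard error 0.54) and *Dntt*, the template-free DNA polymerase, at 0.21 (standard error 0.39). *Notch1* was at 0.06, *Gata3*, *Tcf3* and *Il7r* at 0.01 each, *Blnk* at -0.06 and *Cd79a* at -0.11, with standard errors of 0.25, 0.14, 0.14, 0.19, 0.22 and 1.12. When an array or a mouse was left out in turn, these 6 ran from -0.09 to 0.34, -0.15 to 0.19, -0.09 to 0.09, -0.11 to 0.22, -0.24 to 0.15 and -1.24 to 0.72. Without the WT array of mouse 3, *Irf8* was at -0.09, *Dntt* at -0.05 and *Ccr9* at -0.14, and *Ccr9* was at -0.01 without the KO array of mouse 1. *Spib* was at 0.12 without the WT array of mouse 3, and at 0.24 without the KO and 0.86 without the WT array of mouse 1. *Vpreb1* was at 0.21 (standard error 0.17) and *Hprt*, the reference gene of the RT-qPCR, at -0.17 (standard error 0.18). Over the same leave-outs they ran from 0.07 to 0.41 and from -0.34 to -0.06. The 14 genes with primers had a median of 0.04 (quartiles -0.04 to 0.22, adjusted p = 0.90 from camera), and their median and the camera direction, down, differ in sign.

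None of these genes passed the adjusted p in limma, with or without the block, nor when adjusted over the list alone. At an unadjusted p under 0.05 without the block, 2 B lineage genes, 1 T lineage gene and 1 pDC gene were higher. None was lower in that fit. With the block, *Ebf1* and *Pax5* were lower at this threshold, while *Ly6d*, *Tlr9*, *Upb1* and *Spib* were higher. Without both arrays of mouse 1, *Ebf1* passed the adjusted p, at -1.08. By camera at the preset correlation, the pDC list was called higher (adjusted p = 0.047, 0.77 with an estimated correlation and 5.1e-08 to 0.97 over the camera alternatives), and of its genes 25 of 27 were higher on the mean. Fry, which tests a list against no change, did not call it (0.98). Its median was -0.09 in mouse 1, 0.32 in mouse 2 and 0.54 in mouse 3, while that of the macrophage list was -0.17, -0.52 and -0.22, and the stromal cell list was also lower in mice 2 and 3 than in mouse 1. The call was lost without the WT array of mouse 2 (0.21) or 3 (0.97), the KO array of mouse 1 (0.70) or both arrays of mouse 2 (0.081) or 3 (0.41), and with the Table S1 members of every list left out (0.059). The B lineage list was not called (0.60) but was called lower without both arrays of mouse 1 (0.015). The T lineage list was not called (0.14) but was called higher with the mouse as a block (0.014), though not with the block and an estimated correlation (0.58). From the absence of enrichment of its gene sets at the q-value threshold (Figure 3 and the lists of Table S2), the paper concludes that loss of the GFI proteins leaves the lymphoid and pDC programs as a whole without a change.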

**Figure 3:**
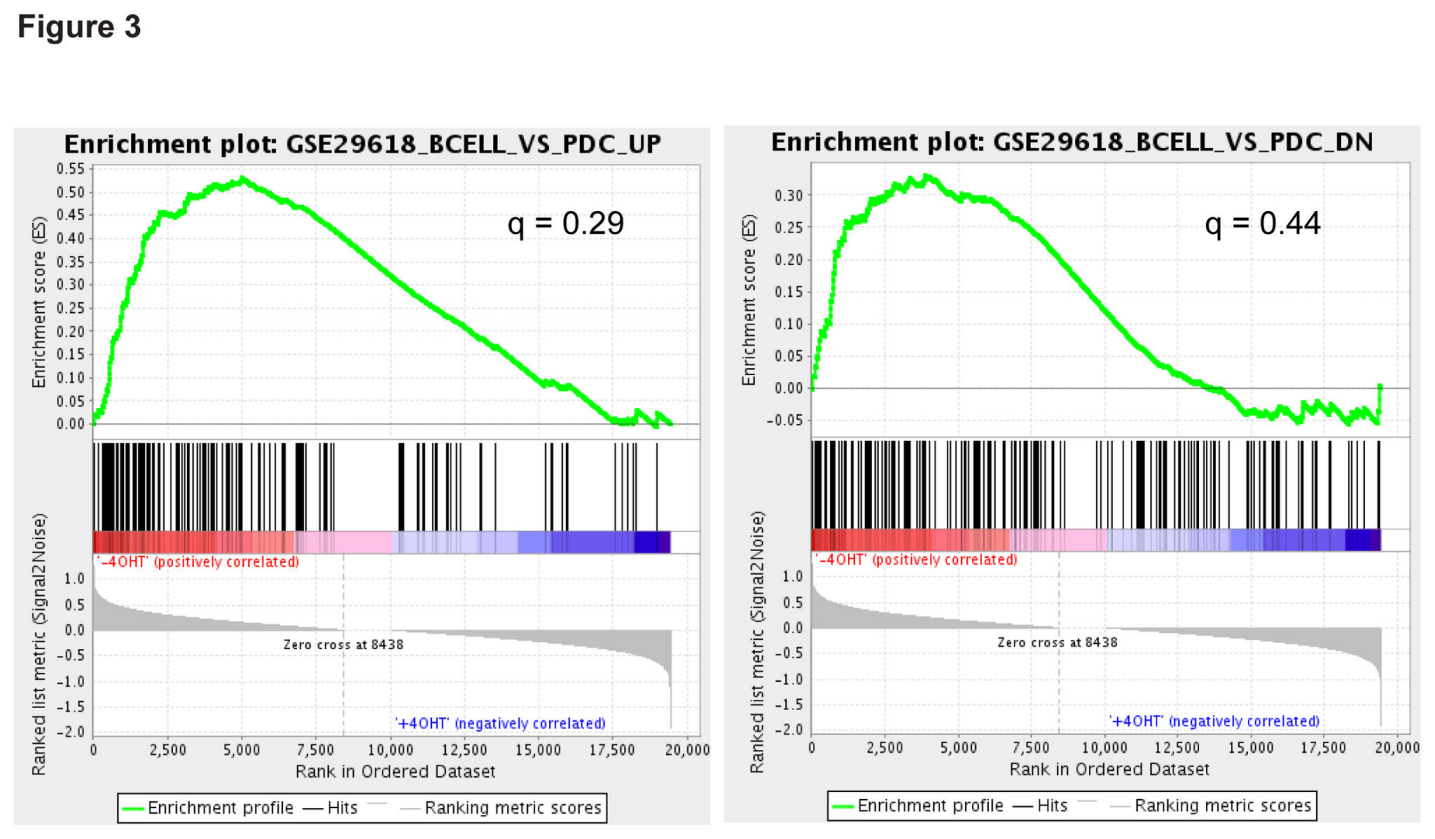
Deletion of *Gfi1* and *Gfi1b* does not result in misregulation of a global lymphoid or pDC program in pDCs. Gene Set Enrichment Analysis (GSEA) was performed with the GenePattern platform. GSE29618_BCELL_VS_PDC_UP and GSE29618_BCELL_VS_PDC_DN gene sets were tested for enrichment in WT and KO pDC cultures. False discovery rate (FDR) q-values indicate the likelihood of false enrichment.

We noted that *Rag* and many lymphoid genes had low expression levels in WT pDCs. 

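In WT pDCs, *Rag1* and *Rag2*, which encode the V(D)J recombinase, had mean intensities of 35.0 ± 15.0 and 17.2 ± 2.32 (SD, n = 3). These levels lie at percentiles 24.6 and 10.2 of all named probe sets. Genes of vomeronasal and olfactory receptors, not expected in blood cells, served as a measure of background, with a median WT intensity of 17.9 and a 95th percentile of 57.4 over 1180 genes. *Rag2* was thus below and *Rag1* above the median of these genes, and both were below that 95th percentile. *Gata3*, a T cell factor, was also below that 95th percentile, at percentile 22.3 of all named probe sets. Of the other lymphoid genes, *Vpreb1* was at percentile 49.9, *Ebf1* at 64.9, *Pax5* at 77.2, *Tcf3* at 77.5, *Notch1* at 83.4 and *Cd79a* at 87.1. *Blnk*, *Dntt*, *Spib*, *Ccr9*, *Tcf4*, *Il7r* and *Irf8* lay between percentiles 97.2 and 98.9. Of 50 measured genes of the B and T lineage lists, 10 were below the 95th percentile of the receptor genes, 16 were below the median of all named probe sets, and the median percentile was 64.4. The WT intensity of *Cd79a* was 89.3 in mouse 1 and 958 and 941 in mice 2 and 3, so levels of B cell genes differed between the mice. Arrays give no count of molecules, and their number limits the precision of these levels.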

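The transcript of *Rag1* in KO pDCs had an intensity of 38.1 ± 9.40 (SD, n = 3). On the means of log2 values, *Rag1* was 1.13-fold that of WT pDCs (95% confidence interval of the log2 difference -0.62 to 0.96). By mouse, the log2 difference was -0.21 in mouse 1, 0.59 in mouse 2 and 0.13 in mouse 3, so it was higher in 2 of 3 mice. *Rag2* in KO pDCs had an intensity of 19.7 ± 2.45 and was 1.14-fold that of WT pDCs on the same scale (interval -0.15 to 0.54). Its log2 difference was 0.59, 0.12 and -0.13 in mice 1, 2 and 3. Neither gene passed the test (adjusted p = 0.92 and 0.78 from limma). The direction of *Rag1* turned without the WT array of mouse 3 (-0.03) or both arrays of mouse 2 (-0.04), and that of *Rag2* without both arrays of mouse 1 (-0.01). At levels within those of the receptor genes, a fold is compressed by the background and sets no bound on the change of the *Rag* transcripts.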

In fact, the list of genes found to be differentially expressed in WT vs. KO *ex vivo* differentiated pDCs did not include *Rag* because of the stringent thresholding and cutoff criteria, even though increase in *Rag* expression in KO cultures were confirmed by RT-qPCR before samples were subjected to microarray analysis (data not shown). To ensure that our global gene expression analysis did not miss subtle changes in the expression of individual lymphoid genes, we purified RNA from sorted *ex vivo* differentiated pDCs from untreated and tamoxifen-treated cultures and measured expression levels of individual genes by RT-PCR. We tested a set of lymphoid genes normally expressed in wildtype primary pDCs, including *Rag* [32]. We detected no increase in expression of any of the lymphoid genes tested except for *Rag* (Figure 4A).

**Figure 4:**
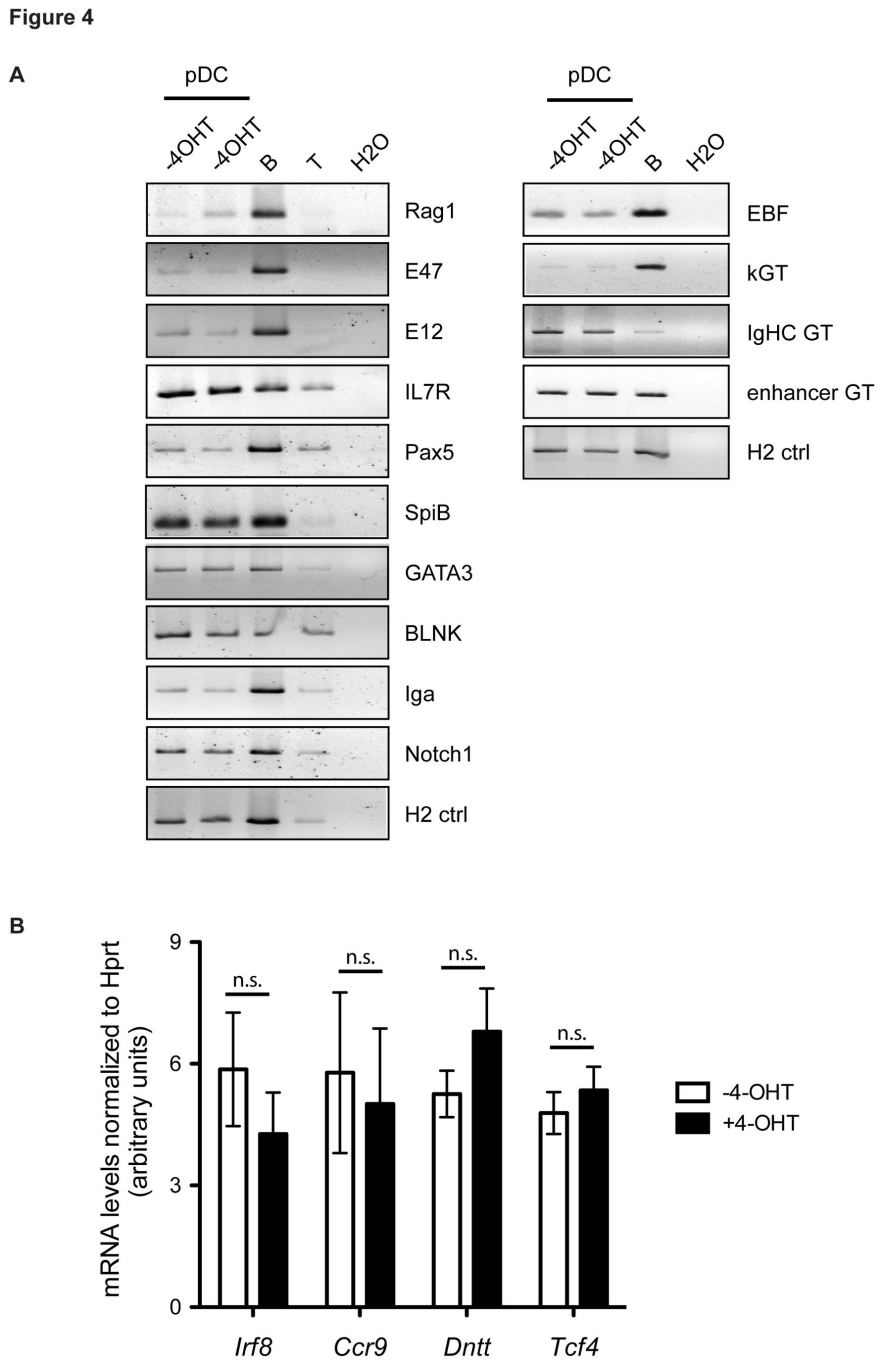
Deleting *Gfi1* and *Gfi1b* does not result in a change in lymphoid- or pDC-specific genes in pDCs. (**A**) RT-PCR of lymphoid-specific gene expression in *ex* *vivo* differentiated B220^+^ CD11c^+^ pDCs from *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* mice untreated (WT) and treated (KO) with tamoxifen. RNA isolated from primary B (B) or T (T) cells were used as controls. (**B**) Quantitative RT-PCR of pDC-specific genes in *ex* *vivo* differentiated B220^+^ CD11c^+^ pDCs from *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* mice untreated (WT) and treated (KO) with tamoxifen. Expression values in arbitrary units are normalized to *Hprt* transcript abundance.

To further investigate whether GFI proteins regulate pDC-specific genes, we measured the expression of several key pDC-specific genes in WT and KO pDC cultures by quantitative RT-PCR. Two transcription factors, important for pDC development (*Irf8* and *Tcf4*), as well as two lymphoid genes that are also highly expressed in pDCs (*Dntt* and *Ccr9*), showed no significant differences in expression in WT vs. KO pDCs (Figure 4B). Taken together, the results in Figure 4 further validate the findings of our microarray analysis, and suggest that outside the B cell lineage, GFI proteins can regulate expression of *Rag*, as well as a diverse set of genes, but not a global lymphoid or pDC-specific transcriptional program.

## Discussion

GFI1 and GFI1B are crucial transcriptional regulators during hematopoiesis. Mouse models in which a GFP cDNA was knocked into the *Gfi1* or *Gfi1b* loci have shown that these genes are widely expressed within the hematopoietic system [4,5]. They are essential for development of multiple blood lineages as mice deficient of *Gfi1* or *Gfi1b* have significant defects in hematopoiesis [33]. We previously identified these proteins as repressors of *Rag* expression in developing B cells [12]. In this study, we demonstrated that these proteins also repress *Rag* expression in plasmacytoid dendritic cells (pDCs) *in vitro*. They, however, do not orchestrate a global lymphoid or pDC-specific transcriptional program, but regulate diverse set of genes during pDC development.

*Gfi1* and *Gfi1b* are paralogs with very similar structures. They share conserved N-terminal and C-terminal domains, but variable intermediate region. Association of GFI1 and GFI1B with chromatin modifiers through their N-terminal SNAG domains allows them to reversibly repress their targets [3]. While it has been proposed that specific target genes may exist for GFI1 and GFI1B, both proteins share overlapping targets and exhibit functional redundancy, especially during hematopoiesis [34]. Indeed, we observed that single deletion of either *Gfi1* or *Gfi1b in vivo* does not alter the level of *Rag* transcription in developing B cells, but deletion of both proteins simultaneously results in misregulation of *Rag* transcription in B cells [12]. In this study, we showed that deleting both *Gfi1* and *Gfi1b* results in an increase in *Rag* expression in pDCs to an extent similar to that in B cells (2-3 fold). It is interesting to note that *Gfi1*-deficiency results in a 50% reduction in the numbers of pDC *in vivo* [35], implicating a role for GFI proteins in pDC development. We did not observe aberrant *Rag* expression in other cell types tested. However, we cannot exclude the possibility that deletion of *Gfi1* and *Gfi1b* may affect survival of certain cell types, thus hindering the analysis of their specific function in *Rag* repression in these cell types.

Because *Gfi1* and *Gfi1b* have been shown to be important for the differentiation of multiple blood lineages, we hypothesized that they may play a broader role beyond repressing *Rag* expression. All blood lineages originate from the hematopoietic stem cells (HSCs), which give rise to multi-potent progenitors (MPPs). These progenitors share transcription factor networks prior to commitment and restriction to a specific cell fate [36]. This phenomenon is termed transcriptional priming, and likely reflects the plasticity and the multi-lineage generation capacity of MPPs on a molecular level. Specification of cell fate thus requires the resolution of a mixed lineage gene expression pattern by induction and repression of lineage-specific genes [37-40]. Because *Gfi1* and *Gfi1b* are crucial regulators of hematopoiesis, we postulated that they may play a role in transcriptional priming. Indeed, *Gfi1* has been shown to be a direct downstream target of Ikaros, a key regulator of lymphoid priming during early hematopoiesis [41,42]. *Gfi1* is part of a regulatory network that determines lineage fate decision between granulocyte and monocyte/macrophage development by antagonizing PU.1, another key factor for lineage-specific hematopoietic differentiation [42,43]. However, our microarray results suggest that these proteins play little role in specifying a lymphoid or pDC-specific transcriptional program in pDCs. 

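Stromal cell and fibroblast genes were called lower in KO pDCs than other genes, with a median log2 difference of -0.78 (quartiles -1.03 to -0.34) over 55 genes, of which 51 were lower (adjusted p = 9.2e-08 from camera at its preset correlation, 0.77 with an estimated correlation). *Cnn1*, a calponin of smooth muscle, was at -0.81 (standard error 0.41) and *Col6a2*, a collagen chain, at -0.78 (standard error 0.48). *Cnn1* was at -0.47 without the WT array of mouse 2 and *Col6a2* at -0.42 without that of mouse 3. Without the WT array of mouse 1 they were at -1.24 and -1.30. *Sparc*, a matrix protein of fibroblasts that is named for its high level, had WT intensities of 75, 3316 and 3528 in mice 1, 2 and 3 and KO intensities of 39, 1333 and 1292. Monocyte and macrophage genes were called lower as well, with a median of -0.35 (quartiles -0.69 to -0.15) over 29 genes (adjusted p = 0.0048, 0.77 with an estimated correlation). Among them *Ccl2* and *Ccl7*, chemokines for monocytes, were at -1.27 (standard error 0.79) and -1.16 (standard error 0.73), or -0.37 and -0.29 without the WT array of mouse 3. *Mrc1*, the mannose receptor, was at -0.66 (standard error 0.32), or -0.32 without the WT array of mouse 3 and -0.99 without that of mouse 1. Neutrophil genes were called lower, with a median of -0.11 (quartiles -0.95 to 0.12) and a mean of -0.47 over 30 genes, with medians of 0.052, -0.30 and -0.34 in mice 1, 2 and 3 (adjusted p = 0.031, 0.77 with an estimated correlation). *Ltf*, lactoferrin, was at -1.42 (standard error 0.65) and *Cxcr2*, a chemokine receptor of neutrophils, at -0.57 (standard error 0.25), while *Stfa3*, a stefin and the member with the smallest p, was at 0.41 (standard error 0.17). With an array or a mouse left out, *Ltf* ran from -2.17 to -0.96 and *Cxcr2* from -0.74 to -0.34. The WT means of *Cxcr2* and *Stfa3* were 37.5 and 21.1. Both lie below the 95th percentile of the olfactory and vomeronasal receptor genes (57.4), so these 2 differences were measured at levels within background. The 9 members in Table S1, which was chosen by fold on these arrays, were all lower, and 10 of the other 21 were. Genes of NK cells were called higher, with a median of 0.27 (quartiles 0.12 to 0.63) over 18 genes, of which 17 were higher (adjusted p = 0.0048, 0.66 with an estimated correlation). *Ncr1*, the NK receptor NKp46, was at 0.52 (standard error 0.20) and *Nkg7*, a protein of cytotoxic granules, at 0.77 (standard error 0.30). The WT and KO means of *Ncr1* both lie below the 95th percentile of the olfactory and vomeronasal receptor genes (57.4). The difference of *Ncr1* was therefore measured at levels within background. The sort for B220+ CD11c+ cells should remove stromal cells, neutrophils and most macrophages, and the stromal list had a median of -0.03 in mouse 1 against -1.19 and -1.11 in mice 2 and 3.

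The stromal and NK calls held without any 1 array or mouse, with adjusted p-values of 1.8e-41 to 0.77 and 4.0e-05 to 0.66 over the camera alternatives. The macrophage call (5.5e-12 to 0.98 over the camera alternatives) was lost without the WT array of mouse 2 (0.21) or 3 (0.23) or the KO array of mouse 1 (0.98). The neutrophil call (1.3e-06 to 0.89 over the camera alternatives) was lost without the WT array of mouse 2 (0.17) or 3 (0.89), the KO array of mouse 1 (0.72) or both arrays of mouse 2 (0.12) or 3 (0.15). The macrophage and neutrophil calls were also lost after each array was centred on its median (0.081 and 0.125), with dim probe sets left out (0.28 and 0.085) and without the members in Table S1 (0.067 and 0.77). By fry, which tests a list against no change, none of the 4 was called (0.18 for the NK list and 0.98 for the others). Table S1 holds 28 stromal, 6 macrophage, 9 neutrophil and 1 NK member.

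Conventional dendritic cell genes had a median of -0.03 (quartiles -0.15 to 0.07) over 25 genes (adjusted p = 0.56), with *Clec9a*, a receptor for dead cells, at 0.57 (standard error 0.32). The erythroid and megakaryocyte genes had 0.10 (quartiles -0.00 to 0.23) over 18 genes (0.17, but called higher without the WT array of mouse 3 (0.024) or the KO array of mouse 1 (0.025)). *Car1*, a carbonic anhydrase of red cells, was at 0.60 (standard error 0.19) and *Klf1* at 0.40 (standard error 0.22). Their WT means, 32.0 and 30.5, lie below the 95th percentile of the olfactory and vomeronasal receptor genes (57.4), so both differences were measured at levels within background. For stem and progenitor cell genes the median was 0.12 (quartiles 0.06 to 0.22) over 21 genes, with *Kit*, the receptor of stem cell factor, at 0.44 (standard error 0.12). This list was not called (0.084) but was with the mouse as a block (0.040, though 0.58 with the block and an estimated correlation), with dim probe sets left out (0.0025) and without both arrays of mouse 1 (0.027). Genes of basophils, mast cells and eosinophils had 0.12 (quartiles -0.16 to 0.19) over 20 genes (0.33, with the mean at -0.01, called higher without the WT array of mouse 3 at 0.0071 or both its arrays at 0.022). The 22 endothelial genes had 0.08 (quartiles -0.00 to 0.17) (0.38). Of the members of all these lists, none passed the adjusted p in limma, with or without the block, and adjusted over the list alone 1 did, the NK gene *Xcl1*. In the fit without the block, members were counted at an unadjusted p under 0.05. Of these, 3 NK genes and 1 each of the neutrophil, basophil, endothelial, erythroid and stem cell lists were higher. In that fit no member of any of these lists was lower. With the mouse as a block, lower members at the same threshold included *Ngp*, *Cxcr2*, *Ltf*, *Col6a2*, *Cnn1*, *Mrc1*, *Ccl2* and *Ccl7*. Higher ones with the block included *Xcl1*, *Ncr1*, *Nkg7*, *Kit*, *Car1* and *Clec9a*.

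**Figure D2:**
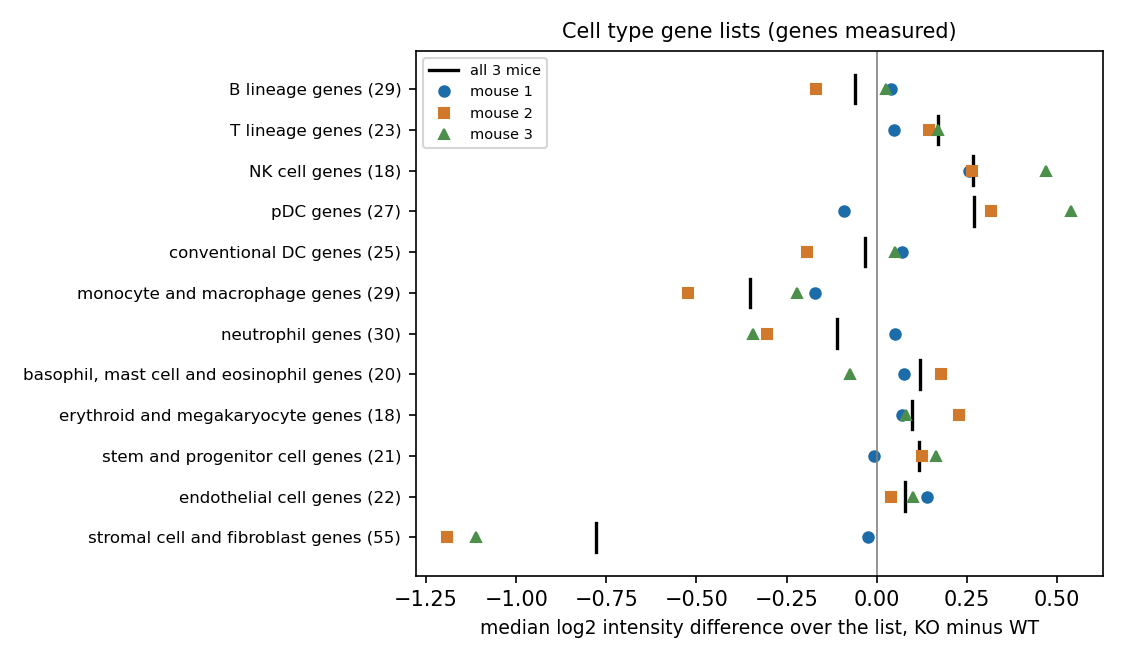
Median log2 intensity difference, KO minus WT, over each list of cell type genes, with the number of genes measured in brackets. Each symbol is 1 mouse and each bar all 3. The NK list lies at 0.26, 0.27 and 0.47 in mice 1, 2 and 3.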

While it is clear that these proteins regulate vast numbers of genes as previously shown, the gene targets are not specific to a certain lineage. Together, these data suggest that *Gfi1* and *Gfi1b* participate in many cellular functions in pDCs, but do not regulate a lymphoid or pDC-specific gene expression profile.

Our data indicate that GFI1 and GFI1B are negative regulators of *Rag* in pDCs, but not in other cell types tested. Wildtype pDCs have been shown to express low levels of *Rag*, as well as a global lymphoid-like transcriptional program [44]. Lineage tracing experiments showed that 20-30% of pDCs have a history of *Rag* expression in mice [45,46]. This is believed to be an indication of the lineage affiliation of pDC development. While pDCs are clearly affiliated with the dendritic cell lineage, they show genetic and functional overlap with B cells [47]. Common lymphoid progenitors (CLPs) are capable of giving rise to pDCs [48], and pDC development is dependent on transcription factors that are also essential for B cell development, such as Ikaros, SpiB and E proteins [49-52]. Besides a set of lymphoid-specific genes including *Rag*, *Dntt* and *VpreB* [32], pDCs also express CD45R/B220, a B cell-specific surface marker [53]. *Rag* expression in pDCs is functional, as pDCs undergo partial (D-J) rearrangement at the immunoglobulin heavy chain locus [32], a hallmark of early developing B cells. Moreover, the BDCA2 receptor on pDCs has been shown to signal through signaling components of the B cell receptor, including Syk and SLP-65 [54,55]. The namesake refers to the “plasmacytoid” secretory morphology of pDCs that resembles antibody-secreting plasma B cells, and the localization and homing pattern of pDCs also resembles that of B cells [56]. These characteristics indicate that pDCs host a lymphoid-like molecular environment that is permissive to *Rag* expression. We set out to test the hypothesis that GFI proteins are master regulators of *Rag* expression, without which aberrant *Rag* expression would occur in all cell types. Our data, however, support a different model, where GFI proteins are acting as dampers instead of OFF-switches. This model suggests that most cell types have other robust mechanisms to suppress *Rag* expression, thereby preventing genomic instability. Thus, deleting *Gfi1* and *Gfi1b* would not be predicted to alter *Rag* expression. However, in an environment permissive to *Rag* expression, such as in B cells or pDCs, GFI proteins keep *Rag* levels from being dangerously high. We postulate that the observed 3-15% of pDCs that aberrantly expressed *Rag* upon GFIs deletion were likely pDCs that already expressed *Rag* (20-30% of pDCs). This study demonstrates a new role for GFI proteins in regulating *Rag* expression in pDCs, and at the same time reveals the complex layers of regulation of *Rag* expression in different blood lineages.

## Materials and Methods

### Ethics statement

All mouse experimentation was approved by the Animal Care and Use Committee of the University of California, Berkeley (Protocol # R253-0313BR). The handling of the animals was in accordance with this protocol.

### Mice

*Gfi1* ^*f/f*^ and *Gfi1b* ^*f/f*^ mice are kindly provided by Dr. Tarik Moroy (University of Montréal). H2-SVEX mice are kindly provided by Dr. Rachel Gernstein (University of Massachusetts). ER-Cre mice were obtained from Jackson Laboratory (Bar Harbor, ME).

### Chemicals

4-hydroxy-Tamoxifen was purchased from Calbiochem. Recombinant mouse IL-7 and Flt-3 ligand were purchased from R&D Systems.

### Ex vivo differentiation

Total bone marrow was obtained from flushing femurs and tibias from *Gfi1* ^*f/f*^; *Gfi1b* ^*f/f*^; *ERCre*; *SVEX* mice. Cells were cultured in RPMI 1640 medium supplemented with 10% (vol/vol) FCS, L-glutamine (2 mM), penicillin (100 g/ml), streptomycin (100 g/ml) and 2-mercaptoethanol (50 mM). For B cell cultures, media was supplemented with 5ng/ml IL-7. For pDC cultures, media was supplemented with 25ng/ml Flt-3L. All cells were grown at 37°C in 5% CO_2_. Cells were stained and analyzed by flow cytometry 7-8 days post differentiation.

### Flow cytometry

Single-cell suspensions were prepared from mice or from cultured cells and were labeled with fluorochrome-conjugated antibodies by standard techniques. A FC500 (Beckman Coulter) or LSRII (BD Biosciences) flow cytometer was used for analysis; a MoFlo or an Influx high-speed cell sorter (Dako-Cytomation) was used for sorting. Data were analyzed with FlowJo software (Tree Star). Dead cells were gated out using forward and side scatter for all analyses. Analysis with *ex vivo* differentiated B cells was done by labeling cells with anti-B220 (RA3-6B2) antibody. Analysis with *ex vivo* differentiated pDCs was done by labeling cells with anti-B220 and anti-CD11c (N418) antibodies. Anti-B220 and anti-CD11b antibodies were obtained from eBioscience. Statistical significance was performed using two-tail paired Student’s *t*-test.

### Genotyping PCR

Genomic DNA was isolated by phenol/chloroform extraction. PCR was performed with house-made Taq polymerase under cycling conditions of 95°C for 2 min, followed by 32 cycles of 95°C for 40 sec, 60°C for 40 sec and 72°C for 40 sec. Primers sequences are provided in Table S3.

### Gene expression analysis by RT-PCR or quantitative real-time PCR

RNA was isolated by lysing cells in TRIzol reagent (Invitrogen). Reverse transcription was performed using MMLV-RT (Invitrogen) or SuperScript III-RT (Invitrogen) with random hexamers according to the manufacturer’s instructions. Quantitative real-time PCR was performed using JumpStart Taq polymerase (Sigma) according to the manufacturer’s protocol and fluorescent labeling with EvaGreen (Biotium). PCR cycling conditions were 95°C for 4 min followed by 40 cycles of 95 °C for 30 sec and 60 °C for 30 sec. Statistical analysis was performed using the two-tail paired Student’s *t*-test. RT-PCR was performed with house-made Taq with cycling condition of 95°C for 2 min followed by 32 cycles of 95°C for 30 sec, 60°C for 30 sec and 72°C for 40 sec. Primer sequences are provided in Table S3.

### Microarray analysis

Tamoxifen-treated and untreated *ex vivo* differentiated pDCs from 3 independent *Gfi1* ^*f/f*^ *; Gfi1b* ^*f/f*^ *; ERCre* mice were collected by sorting for B220 ^+^ CD11c^+^ cells. RNA was isolated with TRIzol reagent (Invitrogen), and further purified by RNeasy Mini kit (Qiagen). Samples were submitted for analysis to the UC, Berkeley QB3 functional genomics core facility. Affymetrix GeneChip Mouse Gene 1.0 ST Arrays (cat# 901169) were used. Differential gene expression analysis was performed using GenePattern platform (http://www.broadinstitute.org/cancer/software/genepattern/). Microarray dataset was deposited to NCBI GEO repository (GSE45837).

### Bioinformatics

GSEA analysis was performed with gene sets available in the MSigDB database v4.0 curated by the GSEA Team at the Broad Institute (http://www.broadinstitute.org/gsea/msigdb/index.jsp). Analysis was performed using the GSEA module on the GenePattern platform. Custom gene sets comparing B vs. HSC and pDC vs. HSC were generated from publically available gene expression profiles of primary B, pDCs and HSCs from the ImmGen database (www.immgen.org).

## Supporting Information

Figure S1 **Gating strategy of pDC cultures.** Representative gating strategy of flow cytometric analysis of pDCs derived from FLT-3L cultures. Cultures were untreated (top panel) and treated (bottom panel) with tamoxifen (4-OHT). Cells were gated on FS/SS, then CD11c^+^, then B220^+^.
(TIF) Click here for additional data file.

Table S1 **Genes differentially expressed in WT vs. KO pDC cultures from microarray analysis.**
(XLSX) Click here for additional data file.

Table S2 **Gene lists created by comparing gene expression profiles of HSC, B and pDC, used for GSEA analysis.**
(XLSX) Click here for additional data file.

Table S3 **Primer sequences used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: Gfi1 and Gfi1b Repress Rag Transcription in Plasmacytoid Dendritic Cells In Vitro
**Source:** PLoS One. 2013 Sep 24;8(9):e75891. doi: 10.1371/journal.pone.0075891
**Supplement:** Table S3 — Primer sequences used in this study.

**Table S3. Primer sequences used in this study**

| **Assay** | **Primer name** | **Primer sequence** |
| --- | --- | --- |
| transcripts | Rag1 | CATTCTAGCACTCTGGCCGG |
| transcripts | Rag1 | TCATCGGGTGCAGAACTGAA |
| transcripts | E2A common | GGG GAA GCC ATC CTG AGG AGG |
| transcripts | E47 | CGG CGC TCC TTC TCC CGC TCC |
| transcripts | E12 | GGG ACA GCA CCT CAT CTG TAC TG |
| transcripts | IL7r | CGAGTGAAATGCCTAACTC |
| transcripts | IL7r | GCGTCCAGTTGCTTTCAC |
| transcripts | Pax5 | GTC CCA GCT TCC AGT CAC AG |
| transcripts | Pax5 | AAT AGG GTA GGA CTG TGG GCC |
| transcripts | SpiB | GAGGACTTCACCAGCCAGACC |
| transcripts | SpiB | GCGTAGGAGCAACCCCAGCAA |
| transcripts | Gata3 | TCGGCCATTCGTACATGGAA |
| transcripts | Gata3 | GAGAGCCGTGGTGGATGGAC |
| transcripts | Blnk | CAC CCC CCT GGA CAG CGA CAC ATC |
| transcripts | Blnk | CTG GGCTTACTGGGAAGTGTCTTGCTG |
| transcripts | Iga | TCA TAC GCC TGT TTG GGT CCC |
| transcripts | Iga | CCC TCA TAG AGA TTT TCA TCT TCA |
| transcripts | Notch1 | TGTTAATGAGTGCATCTCCAA |
| transcripts | Notch1 | CATTCGTAGCCATCAATCTTGTCC |
| transcripts | EBF | GCCTTCTAACCTGCGGAAATCCAA |
| transcripts | EBF | GGAGCTGGAGCCGGTAGTGGAT |
| transcripts | K05 | GCCCAAGCGCTTCCACGCATGCTTGGAG |
| transcripts | Ckappa | GTCCTGATCAGTCCAACTGTTCAG |
| transcripts | mu0 | GCCAAGGCTAGCCTGAAAGATTACC |
| transcripts | I-mu | TTCCAATACCCGAAGCATTTAC |
| transcripts | CH | ATGCAGATCTCTGTTTTTGCCTCC |
| transcripts | H-2 | CGATTACATCGCCCTGAACG |
| transcripts | H-2 | GCTCCAAGGACAACCAGAAC |
| transcripts | Irf8 | AGACGAGGTTACGCTGTGC |
| transcripts | Irf8 | TCGGGGACAATTCGGTAAACT |
| transcripts | Ccr9 | GTCTCAGTTCCCCTACAACTCC |
| transcripts | Ccr9 | CGGAATCTCTCGCCAACAAAA |
| transcripts | Dntt | GTGGCTTCCACGCCTTATGA |
| transcripts | Dntt | GGCTCTTCGAGTTGTTCCCAT |
| transcripts | Tcf4 | GCCTCTTCACAGTAGTGCCAT |
| transcripts | Tcf4 | TCCCTGTTGTAGTCGGCAGT |
| genotype | Gfi1 common | CAGTCCGTGACCCTCCAGCAT |
| genotype | Gfi1 WT/Floxed | CTGGGAGTGCACTGCCTTGTGTT |
| genotype | Gfi1 delete | CCATCTCTCCTTGTGCTTAAGAT |
| genotype | Gfi1b common | GGTTTCTACCAGTCTGGCCCTGAACTC |
| genotype | Gfi1b WT/Floxed | TACATTCATGCTTAGAAACTTGAGTC |
| genotype | Gfi1b delete | CTCACCTCTCTGTGGCAGTTTCCTATC |

How the deposited data were processed for this re-analysis (not part of the article)

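The data are 6 Affymetrix Mouse Gene 1.0 ST arrays of sorted pDCs from bone marrow cultures of 3 mice, with 1 WT (untreated) and 1 KO (1 µM tamoxifen) culture per mouse, each from 200 ng of total RNA. The deposited values are intensities of 34760 probe sets on a linear scale, from 3.07 to 19110. The authors had normalized them between arrays before deposit, as the quantiles of the 6 columns are nearly equal, but the method of background correction, normalization and summary is not given in the sources used here. Column medians were 70.4, 69.0 and 70.5 for the WT arrays of mice 1, 2 and 3 and 72.4, 72.8 and 72.9 for the KO arrays. Arrays give no read depth, and their number, 3 per group, limits the precision.

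Intensities were log2-transformed and not normalized again. The platform table pairs 21640 probe sets with exactly 1 gene symbol, 1321 with several and 11799 with none, and the 21640 were tested with no filter on dim probe sets. They name 19937 genes, of which 954 have several probe sets, and 21553 of the 21640 carry a symbol found in the RefSeq names for GRCm38.p6. KO and WT arrays were compared as 2 groups with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The labels give each mouse an untreated and a treated array and so pair them. After the mean of its group was taken off, each WT array correlated best over all genes with the KO array of its own mouse (Pearson's r of 0.81, 0.51 and 0.67 for mice 1, 2 and 3), and a fit with the mouse as a block was an alternative. A fold of at least 2 was taken on the difference of mean log2 values, without a test, as the paper gives no value for its other criteria for Table S1.

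Gene lists were tested with limma's camera at a preset correlation of 0.01, 1 probe set per gene (the one with the highest mean), with adjustment over 37 lists: 21 lists of genes, 12 gene families taken by symbol, and the 4 lists of Table S2. The lists were written from textbook knowledge before the data were examined but after Table S1 had been read, so members in Table S1 are counted and each list was also tested without them. The same holds for the tests and for the rule for named genes. That rule takes every gene the paper names in its microarray and RT-PCR results, and in each direction the 12 probe sets with the largest mean log2 difference among those that went the same way in all 3 mice, since none passed the threshold. It also takes up to 4 members of each list with the smallest p, of which the text names some. For GSEA on the lists of Table S2, the genes were ranked by signal-to-noise of unlogged values, WT minus KO, with each SD at least 0.2 times the mean, a weight of 1 and all 20 relabellings of the arrays. The paper's text names GenePattern but not the permutation type.

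The steps were tested on simulated data before use. In 10 simulations of KO minus WT pDCs with 3 against 3 arrays and 21640 genes, limma called 2.2% of 500 genes changed by 1.5-fold, 45.2% of those changed by 2-fold, 82.2% by 4-fold and 94.2% by 8-fold, with 0.6 unchanged genes called per simulation. With the mouse as a block the shares were 4%, 52.6%, 84.8% and 94.8%, with 3.1 unchanged genes. Camera called a list of 30 genes shifted by 0.5 on the log2 scale in 10 of 10 simulations and no unshifted list, over 19937 genes. No simulation of lists with correlated genes is given here. In the real lists the estimated correlation ran from -0.03 (T lineage genes) to 0.85 (stromal cell genes). The simulations therefore give no rate of false calls for correlated lists at the preset correlation. Alternatives were the block, another quantile normalization, centring of each array on its median, arithmetic means and medians in place of means of logs, a floor at the 20th percentile, a filter on probe sets below the median level, all probe sets, averaged probe sets, array weights, a trended and robust fit, other GSEA and list tests, and each array or mouse left out in turn. The C7 gene sets of Figure 3, RT-PCR and flow cytometry were not analysed here.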

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

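The tests of the shift of dim probe sets, of erythroid RNA and of scaling, and the counts of splits for 2-fold probe sets and for lists, were chosen after the results were seen, as was the use of quartiles as the spread around the bounds of the neutrophil test and the test of higher genes, whose medians alone would pass the bounds against those explanations.

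The paper does not report on the gene groups named here, which differed from all other genes by camera at its preset correlation, and of which none was called with an estimated correlation (adjusted p-values of 0.41 to 0.77). Median log2 differences, KO minus WT, were 0.27 for NK cell genes, -0.35 for monocyte and macrophage genes, -0.11 for neutrophil genes and -0.78 for stromal cell genes. They were 0.26 for cell cycle genes, 0.33 for histone genes listed as replication-dependent, -0.19 for ATF4 target genes, -0.23 for hypoxia and glycolysis genes and -0.091 for small nucleolar RNA genes. They were 0.14 for collagens and 0.14 for olfactory and vomeronasal receptor genes. For the deleted genes, the log2 difference was 0.37 for *Gfi1* and 0.55 for *Gfi1b*, above the untreated cultures of the same mice.

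The first pattern is the set of 59 probe sets lower by at least 2-fold in KO pDCs, of which the fixed stromal, neutrophil and macrophage lists hold 15, 8 and 5. RNA of stromal cells carried over in the sort for B220+ CD11c+ cells is a candidate source, since the 27 stromal genes outside Table S1 had a median log2 difference of -0.34 (quartiles -0.59 to -0.16) even though leaving out genes chosen by fold on these arrays moves it toward 0, and of the most abundant ones outside it *Timp2* was at -0.34 (standard error 0.57, and 0.13 without the KO array of mouse 1), while *Lgals1* and *S100a6*, which many cells express, were at 0.02 and -0.01. The count moves with 1 array, to 15 without the WT array of mouse 3 and 477 without that of mouse 1, but levels that differ between mice cancel only in full pairs, and without both arrays of mouse 1, 2 or 3 it was 156, 37 or 24, with 8, 52 and 58 of the 59 at least 2-fold lower within mice 1, 2 and 3. RNA of neutrophils cannot be told apart from other explanations, since the 21 neutrophil genes outside Table S1 had a median of 0.014 (quartiles -0.14 to 0.14), which decides nothing because that table took the genes with the largest fold on these arrays. An effect of the deletion or of tamoxifen on which cells grow, or on these genes within pDCs, is open and was not tested.

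The second pattern is that *Gfi1* and *Gfi1b* were higher in KO pDCs. For *Gfi1b* the tables argue against the upward shift of dim probe sets as the whole explanation, since it lies at percentile 99.8 of genes from the same decile of mean level, while for *Gfi1*, at percentile 96.3, this cannot be told apart because its WT level lies within those of the receptor genes. RNA of erythroid and megakaryocyte cells cannot be told apart either, as the 11 of 18 listed genes above the 95th percentile of the receptor genes went both ways, with a median of 0.036 above genes of the same decile (quartiles -0.04 to 0.16), and the adult hemoglobin genes have no probe set with 1 gene symbol. A relief of repression of both genes by their own proteins, which could raise transcripts that still carry the probes, and an exchange of labels are open and were not tested. The paper reports an inefficient deletion by genotyping PCR, SVEX+ pDCs in treated cultures alone and an increase of *Rag* by RT-qPCR in KO cultures, all of which run as the labels say, the last in the cultures put on the arrays.

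The third pattern is that dim probe sets were higher in KO pDCs, with median differences of 0.08 to 0.12 in the 5 lowest deciles of mean level and -0.07 to 0.01 in the upper 5. Scaling between arrays cannot be told apart from other explanations, since another quantile normalization left the receptor genes at a median of 0.077 (quartiles -0.03 to 0.19), between the bounds of 0.05 and 0.1 set for this test. For the 5 probe sets higher by at least 2-fold, noise of dim probe sets likewise cannot be told apart, with a median level at percentile 60.1 that barely passes the bound of 60 and single values from 5.6 to 78.1. No biological explanation was tested.

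The 6 arrays can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05. The real split gave 0 probe sets passing the adjusted p in limma and the highest other split gave 0, with 1525 at an unadjusted p under 0.05 in the real split and 2911 with the mouse as a block. It gave 64 probe sets changed by at least 2-fold against 823 in the highest other, and 15 called lists against 24. The 4 splits that keep both arrays of mouse 1 together gave 348 to 823 probe sets at 2-fold, several times the real count, which points to a structure of the samples, the difference between mouse 1 and the others. Of the 3 other splits that part all 3 pairs, those that exchange the labels of mouse 3, mouse 2 or mouse 1 gave 2, 5 and 54 probe sets and 5, 4 and 14 called lists, all below the real counts.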

How the results depend on the processing

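The mouse as a block at an adjusted p under 0.10, and arithmetic means over all probe sets, were chosen after seeing the data. For each change given here, the cause was not tested. Of the alternative values for lists, counts and fixed results, 557 kept their direction and their side of the threshold, 88 lost a call, 35 gained one, 90 turned their direction (some with a call gained or lost) and 60 counts moved by over 1.5 times. Of those for single genes named among many, 1576 kept theirs, 15 gained a call and 50 turned. No probe set passed an adjusted p of 0.05 under any alternative that keeps all 6 arrays, and 3 did at 0.10 with the block, *Fcrls*, *Ngp* and *Clec4n*, named for passing. The counts changed by at least 2-fold in all, lower and higher were 120, 112 and 8 with arithmetic means of unlogged values, 156, 148 and 8 with medians, 7, 6 and 1 where every mouse had to pass, 185, 122 and 63 over all probe sets, and 257, 178 and 79 with arithmetic means over all probe sets. The higher count was 3 with the floor at the 20th percentile, with dim probe sets left out, and with probe sets of a gene averaged. Of the Table S1 probe sets, 68 passed 2-fold on log means, 130 with arithmetic means and 8 in every mouse. Array weights put *Tcf3* at -0.026 and *Lgals1* at -0.0086, another quantile normalization put *Gata3* at -0.084 and *S100a6* at 0.0027, and centring on the median put *Tcf3* at -0.046, *Il7r* at -0.049, *Gata3* at -0.045 and *Lgals1* at -0.033, and averaging the probe sets of a gene put *Hk1* at -0.016, each with the sign turned. With a correlation estimated per list, camera called 0 of 37 lists where 15 were called, and lost NK cell, ATF4, collagens and B over HSC (0.66 each), pDC, macrophage, neutrophil, stromal cell, cell cycle, hypoxia, histone, snoRNA, HSC over B and HSC over pDC (0.77 each) and olfactory receptor (0.41). By fry 0 lists passed, and the adjusted p-values were NK cell and collagens (0.18 each), pDC, macrophage, neutrophil, stromal cell, cell cycle, hypoxia, snoRNA, B over HSC, HSC over B and HSC over pDC (0.98 each), ATF4 (0.71), histone (0.57) and olfactory receptor (0.12), and with the direction turned B lineage, GFI-repressed, genes with primers, immediate early, integrins, metalloproteinases, TGF-beta ligands and pDC over HSC (0.98 each). Without the members in Table S1, 9 lists were called, and the adjusted p-values were pDC and HSC over B (0.059 each), macrophage (0.067), neutrophil (0.77), B over HSC (0.052) and HSC over pDC (0.072), and with the direction turned metalloproteinases (0.90) and TGF-beta ligands (0.78). With dim probe sets left out, calls were lost for macrophage (0.28), neutrophil and ATF4 (0.085 each), hypoxia (0.091), snoRNA (0.92), HSC over B (0.52) and HSC over pDC (0.79), gained for stem cell (0.0025) and interferon response (0.0016) and, with the direction turned, for pDC over HSC (0.0032), and the direction turned for B lineage, p53 target and immunoglobulin segments (0.66 each), conventional DC (0.56), GFI-repressed, integrins and B over HSC (0.97 each), genes with primers (0.43), immediate early and metalloproteinases (0.81 each), chemokine receptors (0.57) and TGF-beta ligands (0.77). After centring, 9 lists were called, with macrophage (0.081), neutrophil (0.125), snoRNA (0.10), B over HSC and HSC over B (0.16 each) and HSC over pDC (0.22) lost and the direction turned for B lineage and metalloproteinases (0.99 each) and genes with primers and pDC over HSC (0.88 each). The block gained T lineage (0.014), stem cell (0.040) and p53 target (0.046), lost collagens (0.31) and turned genes with primers and chemokines (0.82 each) and pDC over HSC (0.17), and it changed no other call. With gene labels permuted, GSEA passed 3 lists with q = 0, B over HSC, HSC over B and HSC over pDC. The sign of the enrichment turned for B over HSC with a difference of means (q = 1) and for pDC over HSC with weight 0 (q = 0.9). The values that follow are the lowest and highest when an array or a mouse is left out in turn, where an arm of 2 arrays is assumed to vary like the other. For counts they were 0 to 108 for probe sets changed between KO and WT pDCs passing the adjusted p, 30 to 503 for probe sets changed by at least 2-fold between KO and WT pDCs, 15 to 477 for probe sets lower by at least 2-fold in KO pDCs, 6 to 54 for probe sets higher by at least 2-fold in KO pDCs, 17 to 124 for Table S1 probe sets at 2-fold, 0 to 66 for Table S1 probe sets passing the adjusted p. For log2 differences of genes they were -0.038 to 0.50 for *Rag1*, -0.0057 to 0.35 for *Rag2*, -0.086 to 0.64 for *Irf8*, -0.052 to 0.65 for *Dntt*, -0.14 to 0.87 for *Ccr9*, -0.086 to 0.089 for *Tcf3*, -0.11 to 0.22 for *Il7r*, -0.15 to 0.19 for *Gata3*, -0.24 to 0.15 for *Blnk*, -1.24 to 0.72 for *Cd79a*, -0.086 to 0.34 for *Notch1*, -0.022 to 0.046 for *Lgals1*, -0.27 to 0.14 for *S100a6*, -0.86 to 0.13 for *Timp2*, -3.07 to 0.45 for *Sparc*, -2.92 to 0.039 for *Fn1*. Among adjusted p-values of camera they were 0.015 to 0.99 for B lineage, 5.1e-08 to 0.97 for pDC, 0.16 to 0.99 for conventional DC, 2.4e-08 to 0.98 for macrophage, 1.3e-06 to 0.89 for neutrophil, 0.0071 to 0.92 for basophil, 0.16 to 0.97 for endothelial cell, 0.024 to 0.63 for erythroid, 0.027 to 0.26 for stem cell, 0.021 to 0.98 for GFI-repressed, 0.15 to 0.88 for genes with primers, 0.0018 to 0.68 for interferon response, 6.0e-07 to 0.85 for cell cycle, 0.017 to 0.72 for p53 target, 3.3e-04 to 0.99 for immediate early, 0.0024 to 0.85 for cholesterol synthesis, 3.8e-10 to 0.99 for hypoxia, 0.0071 to 0.89 for collagens, 0.10 to 0.99 for integrins, 0.049 to 0.43 for cadherins, 0.080 to 0.93 for chemokines, 0.23 to 0.99 for chemokine receptors, 0.044 to 0.99 for metalloproteinases, 0.20 to 0.99 for TGF-beta ligands, 2.8e-07 to 0.069 for histone, 9.7e-10 to 0.85 for snoRNA, 0.014 to 0.97 for immunoglobulin segments, 0.0016 to 0.41 for B over HSC, 8.8e-09 to 0.98 for HSC over B, 6.3e-15 to 0.99 for HSC over pDC, 4.4e-05 to 0.69 for pDC over HSC. Among GSEA q-values they were 0.2 to 1 for B over HSC, 0.15 to 1 for HSC over B, 0.15 to 1 for HSC over pDC, 0.4 to 1 for pDC over HSC, and the lists that passed numbered 0 to 3. Signal over background limits dim genes, since 81.9% of the olfactory and vomeronasal receptor genes were below *Rag1* in WT pDCs and 48.5% were below *Rag2*.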

Differences from the paper's values

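The arithmetic means over all probe sets named here were chosen after seeing the values. The other alternatives in this section were set before the data were examined.

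The paper's Table S1 holds 119 probe sets lower by at least 2-fold in KO pDCs, and 59 were found here on the means of log2 values of probe sets with 1 gene symbol. The paper states the fold and mentions further cutoff criteria without their values. Within 1.5 times the paper's count are 112 with arithmetic means of unlogged values, 148 with medians, 122 over all probe sets, 122 without the KO array of mouse 2 and 156 without both arrays of mouse 1. So is 178 with arithmetic means over all probe sets, chosen after seeing the values, which drops 0 of the paper's probe sets. Further from it are 57 after another quantile normalization, 68 after centring, 56 with a floor, 51 with dim probe sets left out, 57 with averaged probe sets and 6 where every mouse must pass. The same holds for 477, 29 and 15 without the WT array of mouse 1, 2 and 3, for 26 and 180 without the KO array of mouse 1 and 3, and for 37 and 24 without both arrays of mouse 2 and 3.

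Of probe sets higher by at least 2-fold in KO pDCs, the paper's table holds 11 and 5 were found here. Within 1.5 times the paper's count are 8 with arithmetic means, 8 with medians, 15 without the WT array of mouse 2, 15 and 8 without the KO array of mouse 2 and 3 and 15 without both arrays of mouse 1. Further from it are 5 after another quantile normalization and after centring, 3 each with a floor, with dim probe sets left out and with averaged probe sets, 63 over all probe sets, 1 where every mouse must pass, 26 and 19 without the WT array of mouse 1 and 3, 54 without the KO array of mouse 1, and 20 and 6 without both arrays of mouse 2 and 3. The arithmetic means over all probe sets, chosen after seeing the values, gave 79. All 130 probe sets of the table had a fold of at least 2 on arithmetic means.

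The paper states that *Rag* was increased in KO cultures by RT-qPCR before the RNA was put on arrays. On the arrays *Rag1* was 1.13-fold and *Rag2* 1.14-fold that of WT pDCs on the means of log2 values, neither passing the test (adjusted p = 0.92 and 0.78 from limma). Both genes lie within the levels of the receptor genes, where background compresses a fold, so these values set no bound on the change of the transcripts and do not speak against the RT-qPCR. The paper reports no enrichment of the lists of Table S2. GSEA over all relabellings likewise passed none of the 4, while permuting genes passed 3 with q = 0, leaving out the WT array of mouse 1 passed 3 (q = 0.2, 0.15 and 0.15), and camera at the preset correlation called 3 (adjusted p = 0.031, 0.031 and 0.036) and none with an estimated correlation (0.66, 0.77 and 0.77).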

Other observations

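Histone genes listed as replication-dependent, a kind made as DNA is copied, were called higher in KO pDCs than other genes (adjusted p = 0.0018 from camera at the preset correlation, 0.77 with an estimated correlation). Their median log2 difference was 0.33 (quartiles 0.10 to 0.50) over 31 genes, 29 of them higher. It was 0.47, 0.003 and 0.34 in mice 1, 2 and 3. The list was taken by symbol. Whether every member, *H1f10* (0.26, standard error 0.11) among them, is replication-dependent was not checked. *H2bc3* was at 0.82 (standard error 0.36) and *H2ac15* at 0.54 (standard error 0.26), or 0.37 and 0.25 without the KO array of mouse 1. Cell cycle genes were called higher through mouse 1 alone, with a median of 0.26 (quartiles 0.08 to 0.39) over 33 genes (adjusted p = 0.031, 0.77 with an estimated correlation), which was 1.10 in mouse 1 and -0.18 and -0.17 in mice 2 and 3. *Cdc6*, which loads the replicative helicase, was at 0.80 (standard error 0.23) and *Rrm2*, a subunit of ribonucleotide reductase, at 0.65 (standard error 0.27). Unlike the list median, these genes were higher in mouse 3 too. In mice 1, 2 and 3, *Cdc6* was at 0.97, 0.11 and 1.32 and *Rrm2* at 1.47, -0.04 and 0.52. The cell cycle direction turned without the WT array of mouse 1 (0.85), the KO array of mouse 1 (0.56) or both arrays of mouse 1 (1.3e-04), the last as a call, and the histone call was lost without the KO array of mouse 1 (0.068) or both arrays of mouse 1 (0.069). Over the camera alternatives the adjusted p ran from 2.8e-07 to 0.77 for histone and 6.0e-07 to 0.85 for cell cycle genes.

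Genes of the ATF4 response to amino acid shortage were called lower, with a median of -0.19 (quartiles -0.29 to -0.05) over 28 genes (adjusted p = 4.3e-04, 0.66 with an estimated correlation and 4.9e-08 to 0.66 over the camera alternatives), which was 0.055 in mouse 1 and -0.29 and -0.32 in mice 2 and 3. The call was kept without any 1 array or mouse but lost with dim probe sets left out (0.085). *Aldh1l2*, a folate enzyme of mitochondria, was at -1.02 (standard error 0.32) and *Slc3a2*, a subunit of amino acid transporters, at -0.25 (standard error 0.13). With an array or a mouse left out, *Slc3a2* ran from -0.34 to -0.15. The stromal cell list was also lower in mice 2 and 3 (medians of -1.19 and -1.11) than in mouse 1 (-0.03). Whether RNA of stromal cells adds to the ATF4 call was not tested. Hypoxia and glycolysis genes were called lower, with a median of -0.23 (quartiles -0.38 to -0.16) over 28 genes (adjusted p = 0.0017, 0.77 with an estimated correlation and 3.8e-10 to 0.99 over the camera alternatives), which was 0.24 in mouse 1 and -0.47 and -0.61 in mice 2 and 3. *P4ha1* and *P4ha2*, which hydroxylate collagen, were at -0.50 (standard error 0.32) and -1.17 (standard error 0.79), or -0.15 and -0.55 without the WT array of mouse 3, and *Hk1*, a hexokinase and the member with the smallest p, at 0.20 (standard error 0.09). This call was lost without the WT array of mouse 3 (0.99, reversed), the KO array of mouse 2 (0.051) or both arrays of mouse 3 (0.15), and with dim probe sets left out (0.091). The hypoxia and glycolysis list, like the stromal cell list, was lower in mice 2 and 3 than in mouse 1. Whether RNA of stromal cells adds to the hypoxia call was likewise not tested. Small nucleolar RNA genes were called lower, with a median of -0.09 (quartiles -0.21 to 0.08) over 51 genes, with 0.033, -0.26 and -0.08 in mice 1, 2 and 3 (adjusted p = 0.031, 0.77 with an estimated correlation and 9.7e-10 to 0.92 over the camera alternatives). *Snord38a* was at -0.43 (standard error 0.12) and *Snora33* at -0.40 (standard error 0.15). This call was lost without the WT array of mouse 1 (0.85), the KO array of mouse 2 (0.84) or 3 (0.42) or both arrays of mouse 2 (0.51), after centring (0.10) and with dim probe sets left out (0.92).

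The 20 measured genes described as repressed by GFI1 or GFI1B in other blood cells had a median of -0.01 (quartiles -0.28 to 0.12) and were not called (adjusted p = 0.54), but were called lower without the WT array of mouse 1 (0.044) or both arrays of mouse 1 (0.021). Of these, *Csf1*, a cytokine of macrophages, was at -1.08 (standard error 0.94, and -0.39 without the WT array of mouse 3) and *Socs1*, an inhibitor of cytokine signals, at 0.35 (standard error 0.15). The 29 interferon response genes had a median of 0.13 (quartiles 0.04 to 0.20) (adjusted p = 0.20), with *Usp18* at 0.33 (standard error 0.09), and were called higher with dim probe sets left out (0.0016) or without the WT array of mouse 2 (0.028) or 3 (0.0018) or both arrays of mouse 2 (0.045) or 3 (0.039), and lower without the WT array of mouse 1 (0.030). For the 23 p53 targets the median was -0.10 (quartiles -0.26 to 0.09) (0.15), called lower with the mouse as a block (0.046, though 0.58 with the block and an estimated correlation) or without the WT array of mouse 1 (0.017) or both arrays of mouse 1 (0.027). For the 26 immediate early genes it was -0.07 (quartiles -0.24 to 0.13) (0.54), called lower without the WT array of mouse 1 (0.0020) or both arrays of mouse 1 (3.3e-04). For the 22 cholesterol synthesis genes it was -0.07 (quartiles -0.11 to 0.01) (0.14), called lower without the WT array of mouse 2 (0.0024), the KO array of mouse 1 (0.0079) or both arrays of mouse 2 (0.045). The 12 immunoglobulin segments had -0.07 (quartiles -0.20 to 0.11) (0.57), called lower without the WT array of mouse 1 (0.014). The 1180 olfactory and vomeronasal receptor genes were called higher, with a median of 0.14 (quartiles 0.04 to 0.26) (adjusted p = 4.0e-09, 0.41 with an estimated correlation and 3.4e-12 to 0.41 over the camera alternatives). By fry, which tests a list against no change, none of the 6 lists called here passed (0.12 for receptor, 0.57 for histone, 0.71 for ATF4 target and 0.98 for cell cycle, hypoxia and small nucleolar RNA genes). No member of these 12 lists passed the adjusted p in limma, with or without the block or adjusted over the list alone. Without the block, 146 receptor genes, 2 cell cycle genes, 1 interferon response gene and 1 immediate early gene were higher at an unadjusted p under 0.05. In that fit 3 receptor genes, 1 ATF4 target and 2 small nucleolar RNAs were lower. With the block, genes lower at this threshold also included *P4ha1*, *P4ha2*, *Csf1* and *Slc3a2*. Higher ones with the block also included *H2bc3*, *H2ac15* and *Socs1*.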
